# Characterization of Potential Polysaccharide Utilization Systems in the Marine *Bacteroidetes Gramella Flava* JLT2011 Using a Multi-Omics Approach

**DOI:** 10.3389/fmicb.2017.00220

**Published:** 2017-02-14

**Authors:** Kai Tang, Yingfan Lin, Yu Han, Nianzhi Jiao

**Keywords:** glycoside hydrolases, polysaccharide utilization loci, *Bacteroidetes*, genome, microarray, proteomics, marine bacteria

## Abstract

Members of phylum *Bacteroidetes* are distributed across diverse marine niches and *Flavobacteria* is often the predominant bacterial class decomposing algae-derived polysaccharides. Here, we report the complete genome of *Gramella flava* JLT2011 (*Flavobacteria*) isolated from surface water of the southeastern Pacific. A remarkable genomic feature is that the number of glycoside hydrolase (GH) genes in the genome of *G. flava* JLT2011 is more than 2-fold higher than that of other *Gramella* species. The functional profiles of the GHs suggest extensive variation in *Gramella* species. Growth experiments revealed that *G. flava* JLT2011 has the ability to utilize a wide range of polysaccharides for growth such as xylan and homogalacturonan in pectin. Nearly half of all GH genes were located on the multi-gene polysaccharide utilization loci (PUL) or PUL-like systems in *G. flava* JLT2011. This species was also found to harbor the two xylan PULs and a pectin PUL, respectively. Gene expression data indicated that more GHs and sugar-specific outer-membrane *susC-susD* systems were found in the presence of xylan than in the presence of pectin, suggesting a different strategy for heteropolymeric xylan and homoglacturonan utilization. Multi-omics data (transcriptomics, proteomics, and metabolomics) indicated that xylan PULs and pectin PUL are respectively involved in the catabolism of their corresponding polysaccharides. This work presents a comparison of polysaccharide decomposition within a genus and expands current knowledge on the diversity and function of PULs in marine *Bacteroidetes*, thereby deepening our understanding of their ecological role in polysaccharide remineralization in the marine system.

## Introduction

Members of the *Bacteroidetes*, formerly known as the *Cytophaga-Flavobacteria-Bacteroides* phylum, are diverse and widely distributed in marine ecosystems (Glöckner et al., 1999; Kirchman, 2002; Alonso et al., 2007). Many have gliding motility as well as the capacity to degrade polymeric substances, possibly enabling them to grow on organic aggregates or algal cells using polymeric substances as carbon and energy sources (Bauer et al., 2006; McBride et al., 2009; Qin et al., 2010; Mann et al., 2013). These bacteria use their wide array of peptidases and carbohydrate-active enzymes (CAZymes), including glycoside hydrolases (GHs), carbohydrate esterases (CEs), polysaccharide lyases (PLs), and glycoside transferases (GTs) to efficiently degrade polymers such as proteins and polysaccharides (Bauer et al., 2006; Fernández-Gómez et al., 2013). Several GH genes in the genomes of *Bacteroidetes* are organized in distinct polysaccharide utilization loci (PUL), often along with PL and CE genes, and regulatory elements (Martens et al., 2011; Kabisch et al., 2014). These are also likely to be clustered with transporter systems that are involved in the binding and uptake of oligosaccharides, including susD-like oligosaccharide-binding proteins and susC-like TonB-dependent receptors (porins that mediate transport of starch oligosaccharides from the surface of the outer membrane to the periplasm for subsequent degradation; Anderson and Salyers, 1989a,b; Shipman et al., 2000). Despite the fact that PULs can be predicted based on their genomic context (Terrapon et al., 2015), recent studies have focused on the experimental validation of PULs in this group because PULs are integral to the digestion of complex carbohydrates. For example, a xyloglucan PUL, xylan PULs, and a mannan PUL were identified in *Bacteroidetes ovatus* (Larsbrink et al., 2014; Rogowski et al., 2015) and in *B. thetaiotaomicron* (Cuskin et al., 2015), respectively.

Phytoplankton contribute approximately 50% of the global primary production (Boyce et al., 2010) and bacteria can consume a substantial fraction of primary production as dissolved organic carbon (DOC) that is released by algal cells (Buchan et al., 2014). Polysaccharides constitute a large percentage of phytoplankton biomass, particulate organic matter, and DOC in the ocean (Benner et al., 1992; Engel et al., 2004). The quantity of CAZymes in phylum *Bacteroidetes* increases in the presence of phytoplankton blooms (Teeling et al., 2012). Among the members of marine *Bacteroidetes* that are associated with phytoplankton blooms, a high proportion is represented by class *Flavobacteria* (Alonso et al., 2007; Teeling et al., 2012). These are the predominant bacteria that utilize phytoplankton-derived transparent exopolymer particles in the surface coastal waters (Taylor et al., 2014). Polysaccharides are constituents of marine algae such as alginate and laminarin in brown algae, xylan in green algae and red algae, and pectin in diatoms (Kröger and Poulsen, 2008; De Jesus Raposo et al., 2014; Based et al., 2015). These algae are significant contributors to primary production in the marine environment (Nelson et al., 1995).

The breakdown of algal polysaccharides by *Bacteroidetes* is central to marine carbon cycling (Cottrell and Kirchman, 2000); however, the mechanisms underlying the action of complex polysaccharides such as xylan and pectin remain unclear. *Gramella forsetii* KT0803, which belongs to class *Flavobacteria*, is the first marine *Bacteroidetes* that was sequenced and analyzed and was found to contain a substantial number of CAZymes and peptidases, as well as a predicted preference for polymeric carbon sources (Bauer et al., 2006). The presence of a starch PUL, laminarin PUL, and alginate PUL in *G. forsetii* KT0803 has been further resolved by functional proteomics analysis (Kabisch et al., 2014). Members of genus *Gramella* occur in a variety of marine habitats, including coastal regions (*G. forsetii* KT0803) (Bauer et al., 2006), open oceans (*G. flava* JLT2011) (Liu et al., 2014), marine sediments (*G. portivictoriae* DSM23547) (Lau et al., 2005), and in phytoplankton- or animal-associated domains (sea urchin-associated *G. echinicola* DSM19838; Nedashkovskaya et al., 2005). Several more genomes of *Gramella* have subsequently been sequenced (Panschin et al., 2016), and it is now theoretically possible to compare the CAZyme features of these closely related bacterial species at the genome level.

Here, we present the complete genome of *G. flava* JLT2011, in which we find more GHs than in *G. forsetii, G. portivictoriae*, and *G. echinicola*. This species also contains a xylan PUL and mannan PUL that are absent in the other species. Although *G. flava* JLT2011 lacks an alginate PUL, it was found to harbor a pectin PUL. These species exhibited differences in the spectrum of polysaccharides that an organism can potentially degrade. Using a combination of transcriptomics, proteomics, and metabolomics, the catabolic pathway models for xylan and pectin in *G. flava* JLT2011 are proposed. This study expands current knowledge on the diversity and function of PULs in marine *Bacteroidetes*.

## Materials and methods

### Gene sequencing and bioinformatics analysis

Whole genome sequencing of *G. flava* JLT2011 was performed using a hybrid approach, combining Illumina short read data with PacBio long read data (Koren et al., 2012). The genome sequences were *de novo* assembled by the HGAP2 program in the SMRT analysis server (v2.3). Illumina pair end reads were mapped to the assembled contigs to improve the accuracy of genome sequences. The final assembled genomes were automatically annotated and analyzed via the IMG/ER platform (http://img.jgi.doe.gov). The comparison and visualization of multiple genomes was conducted using BRIG (Alikhan et al., 2011), and multiple-genome alignment was performed using Mauve (Darling et al., 2009). The amino acid sequences were then submitted to the CAZyme Annotation Toolkit (Park et al., 2010; Lombard et al., 2014; http://mothra.ornl.gov/cgi-bin/cat/cat.cgi) for sequence-based annotation, with an *E*-value of 1e-40, as well as Pfam-based annotation with an *e*-value of 0.00001. The results were then further manually checked. Peptidase genes were annotated using the MEROPS peptidases database (Rawlings and Barrett, 1999). The candidates were manually examined in terms of similarity (*E*-value cutoff 1e-10) to MEROPS proteins and the presence of all catalytic sites. The cluster sequences at the gene cluster level in NCBI GenBank were detected using a MultiGeneBlast (V. 1.1.14) (Medema et al., 2013) architecture search with predicted PULs in *Gramella* species genomes as queries. The combination of a pairwise based method and phylogeny-based methods to identify orthologous genes. The predicted orthologous genes were firstly identified using OMA (V. 1.0.6) (Roth et al., 2009). The genes were finally identified as orthologs when at least two of their phylogenetic trees were reconciled with the species trees. The phylogenetic trees of the candidate orthologous genes were reconstructed with MEGA (V. 6.0) (Tamura et al., 2013), using maximum likelihood, neighbor joining distance and maximum parsimony algorithms, and implementing a JTT plus a gamma distribution with four categories. The concatenated conserved eight single-copy genes in the phylum *Bacteroidetes* were used for the reconstruction of the maximum likelihood species tree using the RAxML program (V. 7.4.2) (Stamatakis, 2006), implementing a GTR plus GAMMA model and performing 1000 rapid bootstrap replicates.

The complete genome sequence of *G. flava* JLT2011 has been deposited in GenBank under the accession numbers CP016359 and deposited in the Joint Genome Institute IMG/ER website (http://img.jgi.doe.gov) under the genome ID 2576861820.

### Growth experiments

All chemicals were purchased from Sigma Chemical Co. (St. Louis, MO, U.S.A.), unless otherwise stated. Both *G. flava* JLT2011 and *G. forsetii* KT0803 were cultured on minimal media [2.3% (w/v) sea salts, 0.05% (w/v) yeast extract, 0.05% NH_4_Cl (w/v) and 50 mM Tris-HCl, pH 7.8], with a final concentration of 0.2% of one of the following carbon sources: D-glucose, D-xylose, D-galacturonic acid, L-arabinose, L-rhamnose, D-mannose, D-galactose, N-acetyl-D-glucosamine, D-trehalose, xylan (oat spelts), pectin (apple), pectin (citrus peel), galatcomannan (*Ceratonia siliqua*), mannan (*Saccharomyces cerevisiae*), arabinan (sugar beet), arabinogalactan (larch), laminarin (brown algae), alginate (brown algae). and chitin (shrimp shells). Cultures using only minimal media were treated as controls. Bacteria were grown using a mechanical shaker (XMTE-8112, Sukun, China) at 180 rpm and 28°C for 7 days. Cell density was determined by optical density measured at 600 nm (OD_600_) during cultivation. Cell suspensions at the exponential growth phase were pelleted by centrifugation (14,000 g, 4°C, 20 min) for further analysis. Pectin methylesterase activity was measured as previously described (Tans-kersten et al., 1998).

### Microarray analysis

Total RNA of cells at the exponential growth phase was isolated using the Ambion RiboPure-Bacteria Kit (Ambion Waltham, USA) according to the manufacturer's instructions. Total RNA was polyadenylated using the poly(A) Tailing ATP kit (Thermo Fisher Scientific, U.S.A), and then was converted to cDNA using the T7-oligo (dT) primer and CbcScript enzymes (Capitalbio, Beijing, China) for first strand synthesis of cDNA. Using an RNase H chain, short segments of RNA were cut to obtain single stranded DNA. Using the first cDNA strand as a template, the second strand cDNA was then synthesized and the primer digested using the T7 Enzyme Mix. The double-stranded cDNA was then transcribed into cRNA followed by purification using a Clean-up Kit (MN, Düren, Germany). Then, 5 μg of cRNA along with CbcScript II enzyme (Capitalbio), using Random Primers, was used for reverse transcription. The reverse transcription product was purified by using a PCR NucleoSpinExtract II Kit (MN). This reversely transcribed product was then labeled using the KLENOW enzyme. The labeled PCR product was purified using the NucleoSpinExtract II Kit (MN) and Cy3-dCTP (GE Healthcare, Marlborough, U.S.A.). Labeled DNA was dissolved in a hybridization buffer (2X GEx Hyb Buffer (HI-RPM), 25% formamide), and hybridized overnight at 45°C. Following hybridization, the product was washed in 0.2% SDS and 2 × SSC liquid for approximately 5 min at 42°C. Following this, the product was washed in a 0.2 × SSC for 5 min at room temperature. The 60-mer oligonucleotide probes were designed by CapitalBio with online software Earray (https://earray.chem.agilent.com/earray/), according to the whole genomic sequence of *G. flava* JLT2011. Custom microarrays (8 × 15 K) with the designed oligonucleotide probes were purchased from Agilent Technologies (Santa Clara, U.S.A.). The gene chips were scanned using an Agilent G2565CA Microarray Scanner (Agilent Technologies). Images from the Agilent arrays were processed using Agilent Feature (Agilent Technologies). Signal values normalized by using the method of percentile shift after raw data were input into the GeneSpring GX software (Agilent Technologies). Differentially expressed gene analysis was carried out using GeneSpring GX software and *p*-values were calculated. Microarray data details are available at the National Center for Biotechnology Information (GEO series GSE90082).

### Proteomics analysis

Cells at the exponential growth phase were centrifuged (6,600 × g at 4°C for 10 min) and extracellular proteins in the supernatant were precipitated at 4°C using 10% trichloroacetic acid. To extract the intracellular protein fractions, cells were then washed with 10 mM Tris-HCl pH 8.0, and lysed in SDT-lysis buffer (4% SDS, 100 mM DTT, 100 mM Tris-HCl pH 8.0) using a 1:10 sample to buffer ratio for 5 min at 95°C, followed by SDS-PAGE analysis. Extracellular and intracellular protein fractions were then stored at −80°C for further protein analysis. Protein in-solution digestion was performed according to the FASP procedure (Wiśniewski et al., 2009). Proteomics analysis was performed on a Q Exactive mass spectrometer coupled to an Easy nLC (Thermo Fisher Scientific, U.S.A.). The instrument was run with the peptide recognition mode enabled. The MS/MS spectra were identified using the MASCOT engine (Matrix Science, London, UK; V. 2.2) against *G. flava* JLT2011 genomes. For protein identification, the following options were used: peptide mass tolerance = 20 ppm, MS/MS tolerance = 0.1 Da, enzyme = trypsin, max missed cleavage = 2, fixed modification: carbamidomethyl (C), and variable modification: oxidation (M). All of the reported data were based on 99% confidence for protein identification as determined by false discovery rate (FDR) ≤1%.

### Identification and quantification of metabolites in *G. flava* JLT2011 by GC-TOF/MS

Cells at the exponential growth phase were collected by centrifugation (6,600 × g at 4°C for 10 min). Subsequently, re-suspended cells were washed twice with artificial sea water at 4°C. The samples were then quenched with 5 ml 80% methanol, followed by vortex-mixing and centrifugation at 10,000 × g for 20 min at −20°C. Afterwards, 800 μl of each sample and 800 μl of methanol solution were combined in 2 ml EP tubes and mixed. Samples were then centrifuged at 12,000 rpm for 15 min at 4°C to obtain the supernatant. The above steps were repeated three times. Following this, 0.4 ml of methanol:chloroform (V methanol: V chloroform = 3:1) was added, and samples were vortex mixed for 10 s. A ball mill was then used to homogenize the samples for 5 min at 55 Hz followed by sonication for 5 min, and then centrifugation for 10 min at 4°C. Subsequently, the supernatant (approximately 0.4 ml) was transferred to a new 2 ml GC/MS glass vial. We then placed 10 μl of each sample into a new 2 ml GC/MS glass vial to use as a mixed sample for quality control. The extracts were dried in a vacuum concentrator at 30°C for approximately 1.5 h, after which 60 μl of 20 mg/ml methoxymethyl amine salt (dissolved in pyridine) was added to the dried metabolites. The samples were then mixed and sealed, and incubated at 37°C overnight in an oven. Finally, 80 ml BSTFA reagent (containing 1% TMCS) was added into the mixture and reacted at 70°C for an hour.

Metabolites extracted from the quenched *G. flava* JLT2011 cells were then examined by gas chromatography-mass spectrometry (GC-MS) using an Agilent Technologies 7890 gas chromatograph system coupled to a Pegasus HT time-of-flight (TOF) mass spectrometer (LECO Coporation, U.S.A.). The system utilized a DB-5MS capillary column coated with 5% diphenyl cross-linked with 95% dimethyl polysiloxane (30 m × 250 μm inner diameter, 0.25 μm film thickness; J&W Scientific, Folsom, CA, U.S.A.). A 1 μL aliquot of the analyte was injected in splitless mode. Helium was used as the carrier gas, the front inlet purge flow was 3 mL min^−1^ and the gas flow rate through the column was 20 mL min^−1^. The initial temperature was kept at 50°C for 1 min, rose to 330°C at a rate of 20°C min^−1^, and then maintained for 1 min at 330°C. The injection, transfer line and ion source temperatures were 330, 280, and 250°C, respectively. The energy was −70 eV in electron impact mode. The mass spectrometry data were acquired in full-scan mode with the m/z range of 30–600 at a rate of 20 spectra per second after a solvent delay of 366 s. The Chroma TOF4.3X software (LECO) and LECO-Fiehn Rtx5 database were used for raw peaks extraction, data baselines filtering and calibration, peak alignment, deconvolution analysis, peak identification and integration of the peak area.

## Results and discussion

### GHs in the genome of *G. flava* JLT2011

The genome of *G. flava* JLT2011 contains a single circular chromosome of 4,007,868 base pairs (bp) in size and a GC content of 42.1%, which both are larger than that of the three *Gramella* species from distinct habitats (Table S1). The genome contains 184 genes encoding CAZymes, which is significantly higher than that of other *Gramella* species (*G. forsetii* KT0803, 118; *G. echinicola* DSM19838, 108; *G. portivictoriae* DSM23547, 119; Table S2). It also harbors 96 genes that encode GHs that represent 34 CAZyme superfamilies (Table S3), compared to *G. forsetii* KT0803 that has 42 GHs genes that were assigned to 20 superfamilies (Table S2). *G. portivictoriae* DSM23547 and *G. echinicola* DSM19838 contained only 42 and 36 GHs genes that were assigned to 19 and 16 superfamilies, respectively (Table S2). *G. flava* JLT2011 contained genes encoding 18 susCDs.

Despite the fact that *G. flava* JLT2011 and *G. forsetii* KT0803 share a large amount of homologous regions, the high number of translocations and inversions between chromosomes indicates that extensive genome rearrangements, gene gains, or gene losses have occurred (Figure S1). BLAST analysis showed that 628 genes in the *G. flava* JLT2011 genome were non-homologous to those in the other *Gramella* bacteria genomes (>30% amino acid identity; Figure 1A). A total of 1,091 orthologous genes were found among the genomes of *Gramella* species, in which only 19 GHs were determined to be orthologous (Figure 1B). Both *G. flava* JLT2011 and *G. forsetii* KT0803 shared 32 GHs homologs. However, a total of 52 genes belonging to 23 GH superfamilies in *G. flava* JLT2011 were not detected in the other three *Gramella* species. The optimal BLASTP hits of approximately two-thirds of the GHs of *G. flava* JLT2011 were aligned with non-*Gramella* bacterial species, of which most were homologous to those of bacteria from class *Flavobacteria* of phylum *Bacteroidetes* such as *Zunongwangia profunda* SM-A87 (Table S3, Figure S2). The four GH genes in *G. flava* JLT2011 that encode alpha-glucosidase, chitinase, and beta-galactosidase shared the highest similarities with those of bacteria from class *Bacteroides* (Table S3). The top hit for genes encoding endo-1,4-beta-mannosidas was determined to belong to bacteria from class *Cytophagia* (Table S3). Furthermore, a gene encoding beta-galactosidase in *G. flava* JLT2011 was best matched to the non-*Bacteroidetes* bacterium *Verrucomicrobiae* (Table S3).

**Figure 1:**
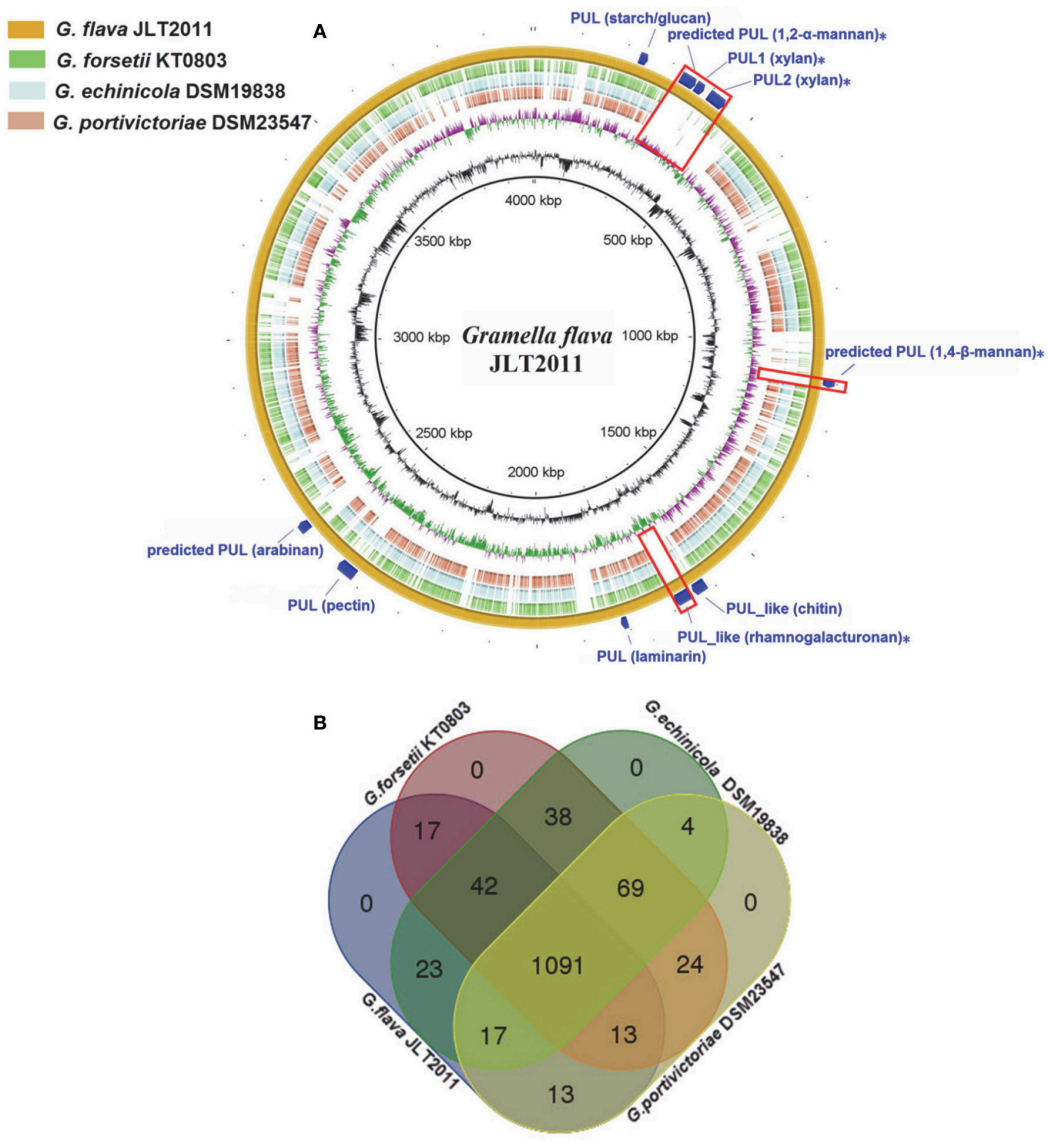
**Multiple genome comparison of ***Gramella*** species. (A)** A composite genome comparison figure was generated using BRIG after performing a BLASTn analysis of *G. flava* JLT2011 as the reference genome. Each genome mapping to the reference is represented as a colored ring, with a solid color representing >60% sequence identity. The innermost rings show GC content (black) and GC skew (purple/green) in *G. flava* JLT2011. The remaining rings indicate genome regions of *G. echinicola* (brown), *G. portivictoriae* DSM23547 (light blue), *G. forsetii* KT0803 (green), and *G. flava* JLT2011 (orange). The predicted PULs and PUL-like system gene clusters in *G. flava* JLT2011 are labeled on the outermost ring with dark blue arcs. The unique PULs in *G. flava* JLT2011 are also illustrated as red boxes and labeled with asterisks. The PUL gene cluster information is provided in Figure 3, Figures S3–S5. **(B)** Venn diagram of the intersections of orthologous genes in four genomes, where each rectangle with round corners represents one of the four genomes.

### Comparative analysis of GHs and peptidases in marine microbes

The GH and peptidase genes were found to be distributed across a variety of divergent bacterial groups, including *Proteobacteria, Bacteroidetes, Cyanobacteria, Actinobacteira, Fimicutes, Planctomycetes*, and *Thermotogae* (Tables S2, S5). The numbers of GHs and peptidases in the marine *Bacteroidetes* ranged from 13 to 135 per genome (median: 46) and from 76 to131 (median: 98), respectively (Tables S2, S4). The median frequency of GHs and peptidases in the marine members of phylum *Bacteroidetes* was 12 GHs per Mbp and 24 peptidases per Mbp, accounting for 1.4 and 2.6% of the total open reading frames, respectively. This was higher than that of the other taxa that contained more than three genomes (Table S2).

The GH functional profile in phylum *Bacteroidetes* was distinguishable from most of the other marine bacteria (Figure 2A). The *G. flava* JLT2011 genome appears to have a high frequency of GHs (>20 genes per Mbp), which is similar to other *Bacteroidetes*, including *Z. profunda* SM-A87 from deep-sea sediments (Qin et al., 2010), *Echinicola vietnamensis* DSM17526 from a lagoon of Nha Trang Bay, South China Sea (Nedashkovskaya et al., 2007), and *Leeuwenhoekiella blandensis* MED217 from the open ocean (Pinhassi et al., 2006; Figure 2A). Moreover, *Echinicola pacifica* DSM19836 contained four times as many GHs as that in *G. echinicola* DSM19838, both of which have been found in sea urchins (Nedashkovskaya et al., 2005, 2006; Table S2). These results indicate that bacteria containing abundant GHs could be found across diverse environments. Several non-*Bacteroidetes* species also harbored abundant GHs, including *Verrucomicrobiae* bacterium DG1235 and *Saccharophagus degradans* 2–40, which are efficient degraders of numerous complex polysaccharides in the marine environment (Figure 2A; Hutcheson et al., 2011; Martinez-Garcia et al., 2012).

**Figure 2:**
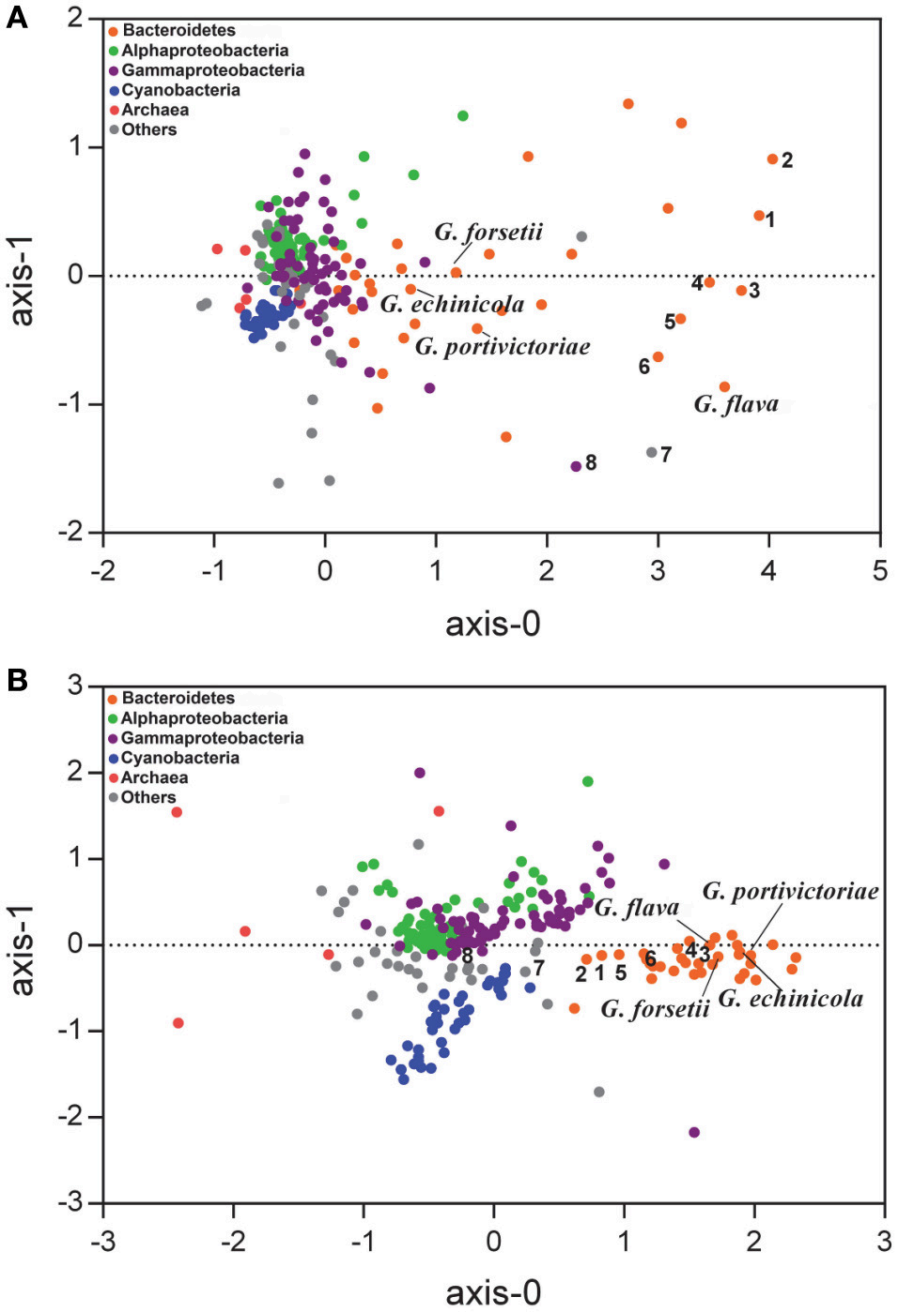
**Nonmetric multidimensional scaling analysis based on Bray-Curtis similarity matrix was calculated from the frequency of each GH (A)** and peptidase **(B)** in marine bacteria. A total of 249 marine bacteria genomes were included in the analysis and their GHs and peptidases of each protein superfamily were standardized by the genome size (see details on Tables S2, S4). The bacterial lineages are highlighted in colors. 1. *Echinicola vietnamensis* DSM17526; 2. *Echinicola pacifica* DSM19836; 3. *Zunongwangia profunda* SM-A78; 4. *Leeuwenhoekiella blandensis* MED217; 5. *Pedobacter* sp. BAL39; 6. *Leeuwenhoekiella* sp. Hel_I_48; 7. *Verrucomicrobiae bacterium* DG1235; 8. *Saccharophagus degradans* 2-40.

The functional profiles of GHs in *G. flava* JLT2011 were significantly distinguishable from those of the other three *Gramella* species (Figure 2A). Furthermore, *G. flava* contained more GHs that were associated with xylan hydrolysis (GH10, GH30, GH67, and GH115 CAZyme superfamilies) than the other three *Gramella* species (Table S3). Mannan hydrolyzing GHs (GH26, GH76, GH92, and GH125) were only found in *G. flava* JLT2011 (Table S3). Pectin hydrolyzing GHs were identified in *G. flava* JLT2011 and *G. echinicola* DSM19838 (GH28, GH88, and GH105) (Table S3). While *G. forsetii* KT0803 contained seven genes that encode PLs, including alginate lyase, only two predicted pectin lyases were present in *G. flava* JLT2011 (Table S2). Differences in CAZyme distribution among the four *Gramella* species suggest variations in the genomic potential for polysaccharide degradation. In contrast, their peptidase profiles exhibited little variation (Figure 2B). Notably, *G. flava* JLT2011 contained 97 peptidases that were distributed across 39 superfamilies, whereas *G. forsetii* KT0803 comprised 102 peptidases that represented 42 superfamilies (Table S4).

### Xylan and pectin PULs in the genome of *G. flava* JLT2011

The PUL and PUL-like systems are variously distributed in the four *Gramella* strains (Figure 1A). Nearly half of all GHs and all *susC-susD* systems were distributed in PULs and PUL-like systems in *G. flava* JLT2011 (Figure 3, Figures S3–S5). *G. flava* JLT2011 can utilize xylan and its corresponding monosaccharide D-xylose, whereas *G. forsetii* KT0803 could not (Figure S6). *G. flava* JLT2011 was found to contain two xylan PULs that were absent in *G. forsetii* KT0803 (Figure 3). Two xylan PULs in *G. flava* JLT2011 were distinct from those in *Bacteroidetes ovatus* (Rogowski et al., 2015). However, the major xylanolytic enzymes were found in the xylan PULs of *G. flava* JLT2011, including genes that encode *xynA*-encoding xylanases (GH5 and GH10) and *xynB*-encoding beta-xylosidase (GH43) (Rogowski et al., 2015; Figure 3). Two xylan PULs both contained genes that encode a susC-susD system. Genes encoding acetyl xylan esterase (*xylU*), xylulokinase (*xylB*), xylose isomerase (*xylA*), and xylose transporters (*xylE*) were located downstream of a PUL and are probably involved in xylose utilization (Figure 3). Xylans are heteropolymers consisting principally of xylose and a small amount of arabinose, as well as traces of glucuronic acid, galactose, rhamnose, galacturonic acid, and other residues (Bastawde, 1992). The GHs that are potentially involved in the neutral sugars that are linked to the xylan main chain were found in two xylan PULs, which include alpha-N-arabinofurnosidases (*abfA-II* and *arb43*, GH43) and alpha-glucuronidases (*aguA*, GH67) (Rogowski et al., 2015; Figure 3).

**Figure 3:**
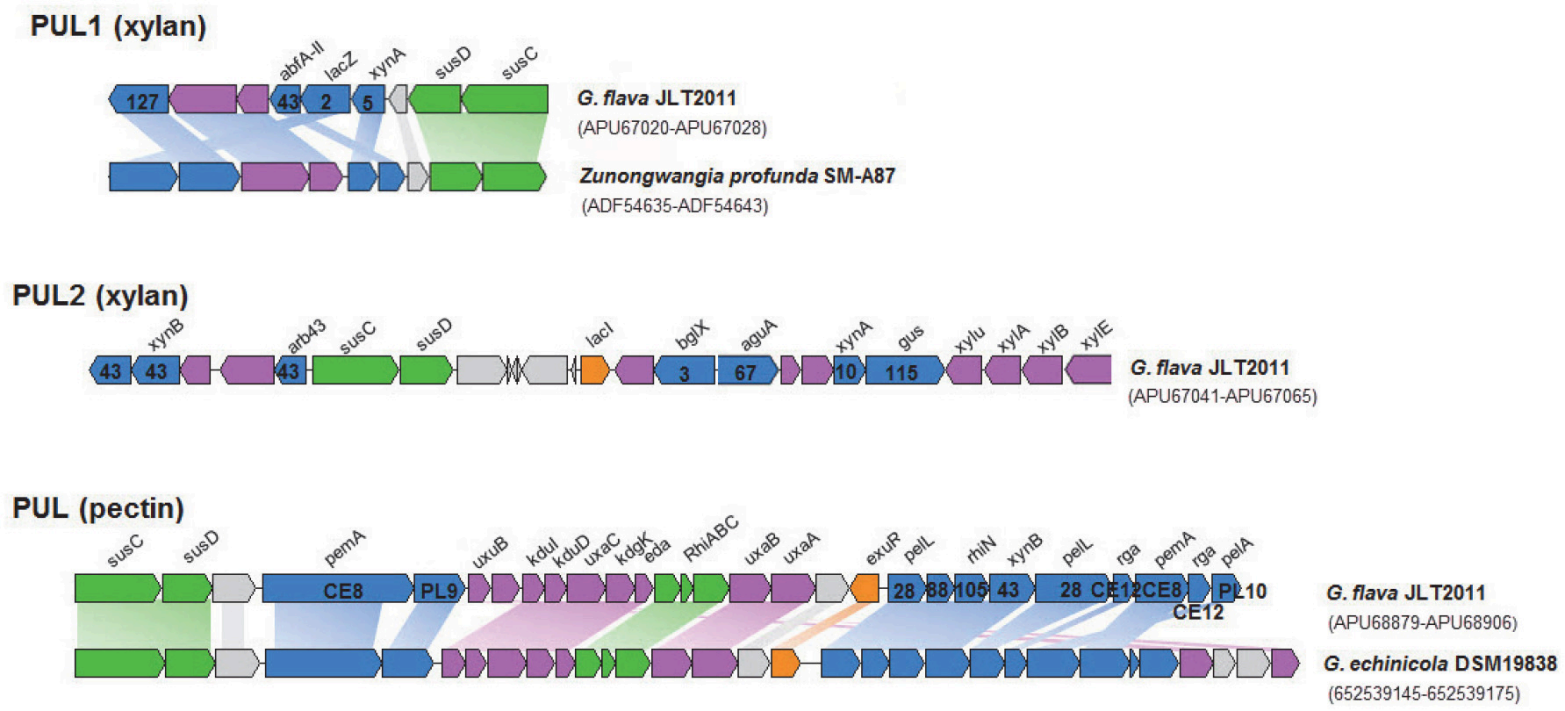
**Genetic organization of the two xylanolytic and one pectinolytic operons of ***G. flava*** JLT2011**. The range of Genbank accession numbers of sequences of the gene cluster in the genome is shown in a bracket. The functions of the proteins are color-coded: blue, CAZymes; green, membrane proteins involved in binding/transport; purple, other enzymes; orange, putative regulation factor; gray, unknown function. Homologous genes are connected by colored bars between two PULs. The CAZymes superfamily classification is listed on a gene. **xylan PUL1&2:** *xynA*, Endo-1,4-beta-xylanase; *xynB*, Beta-xylosidase; *abfA-II*, Alpha-L-arabinofuranosidase; *lacZ*, Beta-galactosidase; *arb43*, Alpha-N-arabinofuranosidase; *bglX*, Beta-glucosidase; *aguA*, Alpha-glucuronidase; *xylu*, Acetyl xylan esterase; *xylA*, Xylose isomerase; *xylB*, Xylulose kinase; *susC*, TonB-dependent receptor; *susD*, Carbohydrate-binding protein; *xylE*, Xylose transporter; *lacI*, LacI family transcriptional regulator; **pectin PUL:** *pemA*, Pectinesterase; *pelL*, Endopolygalacturonase; PL9, Pectate lyase; *pelA*, Pectate lyase; *rhiN*, Rhamnogalacturonides degradation protein; *uxuB*, D-mannonate oxidoreductase; *kduI*, 4-deoxy-L-threo-5-hexosulose-uronate ketol-isomerase; *kduD*, 2-deoxy-D-gluconate 3-dehydrogenase; *uxaC*, Uronate isomerase; *kdgK*, 2-dehydro-3-deoxygluconate kinase; *eda*, 2-dehydro-3-deoxyphosphogluconate aldolase; *uxaB*, Altronate oxidoreductase; uxaA, Altronate hydrolase; *rga*, Rhamnogalacturonan acetylesterase; *susC*, TonB-dependent receptor; *susD*, carbohydrate-binding protein; *RhiABC*, Predicted rhamnogalacturonide-specific TRAP-type transporter; *exuR*, Hexuronate utilization operon transcriptional repressor.

Both *G. flava* JLT2011 and *G. forsetii* KT0803 can utilize pectin (from apple and citrus, respectively), and their corresponding monosaccharide, D-galacturonic acid (Figure S6, Table S5). *G. flava* JLT2011 contained a PUL that was predicted to encode for enzymes that are involved in the degradation of pectin, including two pectate lyases (*pelL* and *pelA*), two pectin methylesterases (*pemA*), and two polygalacturonases (*pelL*) (Figure 3). These enzymes cleave pectin into small oligogalacturonates. The PUL contained other genes that are involved in the catabolism of pectin such as genes encoding rhamnogalacturonides degradation proteins (*rhiN*, GH88), two rhamnogalacturonan acetylesterases, a *susC-susD* system, and a predicted transporter system for rhamnogalacturonide (*RhiABC*), and a set of genes associated with hexuronate metabolism (Figure 3). A similar PUL was identified in *G. echinicola* DSM19838 (Figure 3). *Alishewanella* (Jung and Park, 2013) and *Alteromonas* species within *Gammaproteobacteria* contained the majority of genes in a pectin PUL found in *G. flava* JLT2011. On the other hand, *G. forsetii* KT0803 lacked a pectin PUL, although it harbored a gene that encodes a pectin degradation protein, as well as other genes (including *MFS, kdgK*, and *kdgF*) located downstream of the alginate PUL locus that were possibly involved in pectin degradation (Figure S3; Bauer et al., 2006). However, the exact enzymatic mechanism of pectin for *G. forsetii* KT0803 need further experiments. Pectin methylesterase activity, which is responsible for the removal of methyl-esters from moderately methylated apple pectin, was observed when *G. flava* cells were grown on apple pectin (Figure S7). In contrast, no pectin methylesterase activity on citrus pectin was detected in *G. flava* JLT2011 because citrus pectin has a very low capability for methyl esterification. Furthermore, the absence of the *pemA* gene in *G. forsetii* KT0803 did not appear to completely prevent it from utilizing apple pectin for growth.

Apple and citrus pectins are mainly composed of D-galacturonic acid-forming homogalacturonans. The backbone of apple pectin also contains a small amount of α-1,2-rhamnose that alternates with α-1,4-D-galacturonate (ramnogalacturonan; Wu and Mort, 2014). Other sugars, including galactose, rhamnose, glucose, arabinose, xylose, and mannose, were also detected in apple pectin (Wu and Mort, 2014). *G. flava* JLT2011 is capable of utilizing L-rhamnose as a carbon source for growth (Figure S6) due to the presence of complete L-rhamnose utilization genes (*rha*) in the genome (Figure S5). These genes were clustered with pectin lyase and GHs to form a predicted PUL-like system for rhamnogalacturonan utilization (Figure S5). Polygalacturonases act on the homoglacturonan chains of the smooth region of pectin, whereas rhamnogalacturonases digest the rhamnogalacturonan chain of the hair region of pectin (Ochiai et al., 2007). Phylogenetic analysis indicated that four genes encoding polygalacturonases in *G. flava* JL2011 functionally belonged to the endopoylygalacturonase or exo-polygalacturonase family, but were distinct from rhamnogalacturonases (Figure 4). The alternative enzymatic route for rhamnogalacturonan degradation includes rhamnogalacturonan lyase (PL4 or PL11) and rhamnogalacturonan hydrolase (GH88 and GH105) (Ochiai et al., 2007). *G. flava* JL2011 contained five rhamnogalacturonan hydrolases but lacked rhamnogalacturonan lyase. These results suggest that a PUL-like system in *G. flava* JLT2011 does not appear to function in rhamnogalacturonan hydrolysis. Both *G. flava* JLT2011 and *G. forsetii* KT0803 could only utilize the homogalacturonan in apple pectin due to the lack of rhamnogalacturonan hydrolyase or rhamnogalacturonan lyase.

**Figure 4:**
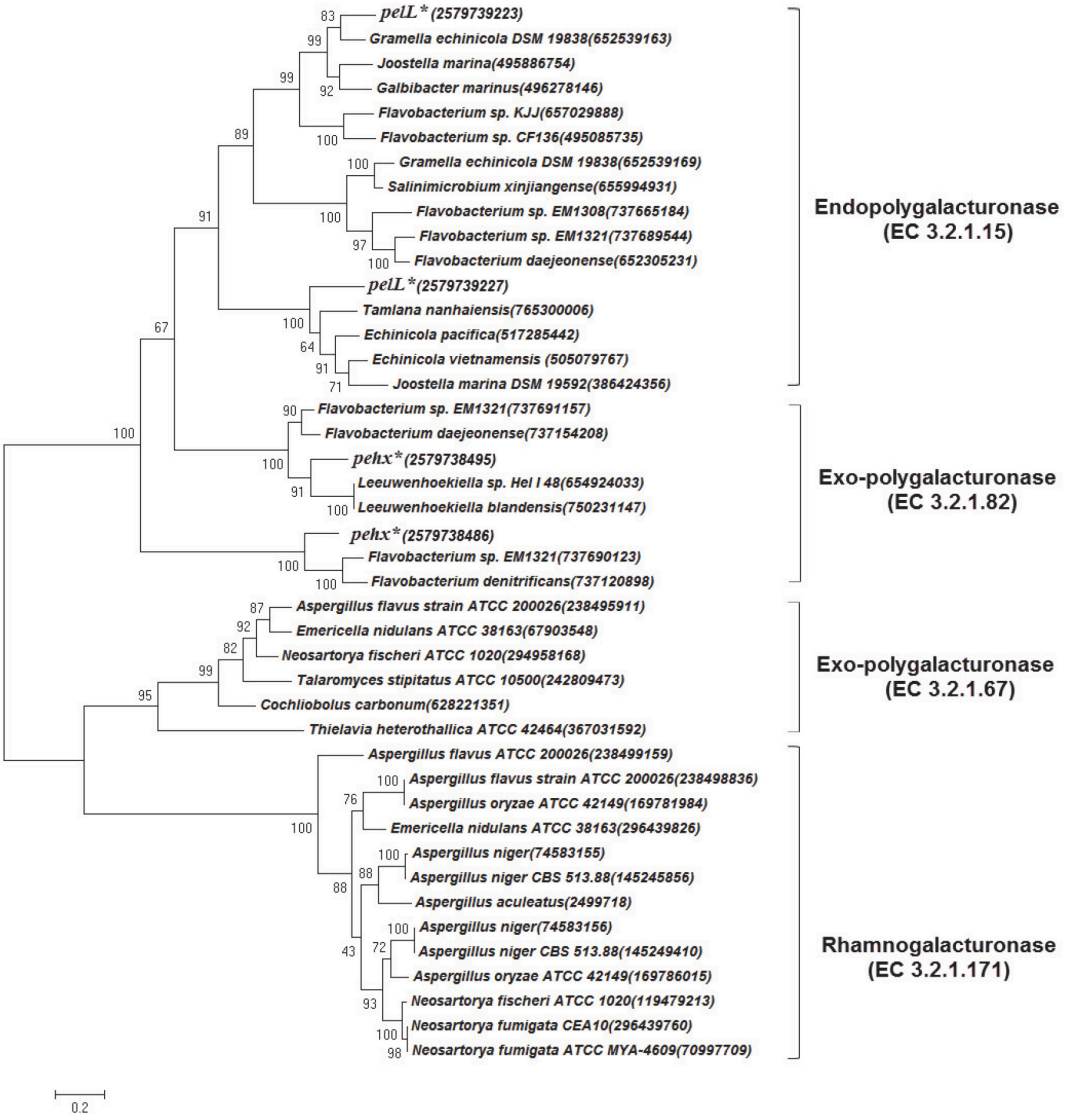
**Phylogenetic tree based on polygalacturonase amino acid sequence comparisons constructed using the maximum-likelihood method in MEGA6**. The pehX and pelL genes in *G. flava* JLT2011 are marked by asterisks and IMG/ER accession numbers are given in the bracket. The classes of polygalacturonase are listed on the right. The Genebank accession number for each reference sequence is given in the bracket. Bootstrap percentages are shown on each branch (1,000 replications). The scale bar indicates 20% sequence divergence.

Both *G. flava* JLT2011 and *G. forsetii* KT0803 harbored other PULs (Figures S3–S5); therefore, these are capable of utilizing trehalose, laminarin, starch, arabinan, arabinogalactan, galactomannan, and their corresponding monosaccharides (D-glucose, D-galactose, D-galacturonic acid, and L-arabinose; Figure S6, Table S5). These polysaccharides and corresponding monosaccharides have frequently been found in various marine algae that function in storage, or act as a cell wall constituent or as extracellular polysaccharides (Kröger and Poulsen, 2008; De Jesus Raposo et al., 2014; Based et al., 2015). Potential PUL identification and carbon utilization experiments revealed that *Gramella* species can degrade a wide range of algal polysaccharides, thus indicating a strong specialization toward an “opportunitrophic” lifestyle in the marine environment.

### Reconstruction of xylan and pectin catabolic pathways based on transcriptomics, proteomics, and metabolomics data

Global gene expression patterns for *G. flava* JLT2011 at the exponential growth phase in the presence of glucose, xylan, and pectin were assayed using microarrays (Figure 5). 

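Cultures of *G. flava* JLT2011 were grown with 0.2% xylan, pectin or glucose as the carbon source. The array data comprised 3 replicates on xylan, 3 on pectin and 2 on glucose, and all 8 arrays lay on 1 slide. Each array was read in a single colour (Cy3) and carried 15744 spots, of which 15208 measured 3627 gene probes and 536 were control spots. A gene probe was spotted 4 times (2927 probes) or 5 times (700 probes). The authors deposited the intensity of each spot after the background subtraction of the Agilent software, and also log2 values per probe after a percentile shift in GeneSpring. The paper's text does not name the percentile. Here the processed intensities were put on the log2 scale and averaged over the spots of a probe, and the 75th percentile of the array was subtracted. Spots that the scanner software had marked as outliers, between 1.35% and 1.64% of the gene spots of an array, were left out, and 0 gene spots were saturated. On each array, the deposited log2 values differed from these values by a constant of 0.00863 to 0.0235, with an SD across probes of at most 5.85e-07.
The signal differed between the groups before scaling. The 75th percentile of the intensities was 6019, 5949 and 4197 on the 3 xylan arrays, 10642, 12208 and 12494 on the 3 pectin arrays, and 22126 and 17957 on the 2 glucose arrays. The share of probes well above background was 99.9%, 94.7% and 88.8% on xylan, 99.8%, 93.5% and 97.0% on pectin, and 98.4% and 96.7% on glucose, and 3138 probes were well above background on all arrays. Across genes, which are not independent replicates, Pearson's r between replicates was 0.957 to 0.974 on xylan, 0.971 to 0.996 on pectin and 0.997 on glucose. The SD of the log2 difference between a pair of replicates was 0.55 to 0.89 on xylan, 0.22 to 0.62 on pectin and 0.19 on glucose, so the xylan arrays varied most.
Transcript levels are given as the mean ± SD of the scaled log2 values over the arrays of a group, so that 0 is the 75th percentile of the array and every difference is relative to it. Groups were compared with limma. All 3 groups entered 1 fit because glucose had only 2 arrays, and the number of arrays limits the precision of each value. A gene was called up-regulated or down-regulated at a Benjamini-Hochberg adjusted p under 0.05 over the 3627 probes with a fold change above 2 or under 0.5. Where a probe was not well above background on any array of a group, the induction is given as a lower bound. For that bound, the mean of the brighter group was set against the mean, over the arrays of the dimmer group, of the higher of the probe's own signal and the lowest signal among probes well above background. Genes are named by the labels of the paper's figures and by their number on the array. Tables S6 and S7 pair 1808 probes with a genome identifier, another 1816 were placed between listed neighbours, and 3 had none. Positions on the chromosome are not used here.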

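In the cells grown on xylan, limma called 906 genes up-regulated and 596 down-regulated compared to glucose, which makes 1502 genes, of which 60.3% were up-regulated. In the cells grown on pectin, 259 genes were up-regulated and 589 down-regulated, which makes 848 genes, of which 30.5% were up-regulated. Without adjustment, 2198 genes on xylan and 1598 genes on pectin had a p under 0.05, whatever their fold change. The methods' t-test on the same values, with an unadjusted p under 0.05 and the same fold changes, gave 748 up-regulated and 489 down-regulated genes on xylan, 1237 in all. On pectin it gave 312 and 650 genes, 962 in all. After Benjamini-Hochberg adjustment, the methods' t-test called 906 genes on xylan and 813 on pectin. The lowest counts came from a limma test against a 2-fold change itself, with 466 genes on xylan and 244 on pectin, and the highest from the scaling to the positive control probes described next, with 2755 and 1238. Without glucose replicate 1, limma called 1061 genes on xylan and 486 on pectin, and without glucose replicate 2 it called 1034 and 543.
The division between up-regulated and down-regulated genes depended on the scaling between arrays. With the 50th percentile in place of the 75th, 1177 genes were up-regulated and 424 down-regulated on xylan, and 725 and 409 on pectin. The median log2 fold change of all genes moved with it from 0.18 to 0.44 on xylan and from -0.09 to 0.37 on pectin. Quantile normalization gave 746 up-regulated and 789 down-regulated genes on xylan, and 435 and 475 on pectin, with medians of -0.03 and 0.04. A scaling to 5 positive control probes was chosen after seeing the data. These were the probes of the same name series that were well above background on all arrays, with 100 of the 536 control spots. This scaling gave 54 up-regulated and 2701 down-regulated genes on xylan, and 88 and 1150 on pectin, with medians of -2.13 and -0.73. Whether control RNA was added at all, or in equal amounts to all samples, is not stated in the paper.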

Overall, compared to the glucose treatment condition, a total of 1,234 and 951 genes were differentially expressed under xylan and pectin treatment conditions, respectively (fold change >2 or < 0.5; *p* < 0.05) (Tables S6, S7). In the presence of xylan, some genes in two PULs for xylan showed increased transcript levels compared to glucose, and the induction levels varied between 2.3 and 89.6 when relative to that in glucose, including the xylan main chain degradation genes (*xynA* and *xynB*), whereas the side chain sugar degradation genes (*arb43, abfA-II*, and *aguA*), and xylose metabolism genes (*xylU, xylA, xylB*, and *xylE*) were also up-regulated (Figure 5A). 

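In xylan PUL1 of Figure 3, all 9 genes were called up-regulated on xylan, with an induction of 7.52-fold or more. In xylan PUL2, 18 of the 25 genes were up-regulated, by 2.33-fold to 29.0-fold. With the arrays scaled to the positive control probes, 4 genes of PUL1 and 6 of PUL2 were up-regulated, and 6 of PUL2 were down-regulated.
For the main chain, the level of *xynA* of PUL1 (GENE301, family GH5) was -1.89 ± 1.11 (SD, n = 3) on xylan and -5.47 ± 0.26 (SD, n = 2) on glucose, a log2 fold change of 3.58 (standard error 0.56, limma adjusted p = 0.0017). *xynA* of PUL2 (GENE336, family GH10) was well above background on only 1 of 3 xylan arrays and 1 of 2 glucose arrays. Its log2 fold change was 1.89 (standard error 0.44, limma adjusted p = 0.00884). It was no longer called under quantile normalization, at 0.19, with background-subtracted signals floored at 1, at 1.87, without glucose replicate 2, at 1.53, by the methods' t-test with or without adjustment, or by the limma test against a 2-fold change, and it was -0.43 relative to the positive control probes. *xynB* of PUL2 (GENE318), well above background on 2 of 3 xylan arrays, was at -4.43 ± 1.07 (SD, n = 3) on xylan and -5.18 ± 0.12 (SD, n = 2) on glucose. Its log2 fold change of 0.74 (standard error 0.53, limma adjusted p = 0.262) was smaller than the SD between the xylan arrays. Without xylan replicate 3 it was called at 1.28 and with normexp on the median signals at 1.07, it was -0.093 under quantile normalization, and relative to the positive control probes it was called down-regulated at -1.57.
For the side chains, *abfA-II* (GENE299) rose by a log2 fold change of 2.91 (standard error 0.54, limma adjusted p = 0.00329) and *aguA* (GENE333) by 2.65 (standard error 0.33, limma adjusted p = 0.00063). *arb43* (GENE321) was at -3.26 ± 0.33 (SD, n = 3) on xylan and -4.48 ± 0.10 (SD, n = 2) on glucose, a log2 fold change of 1.22 (standard error 0.23, limma adjusted p = 0.00389). It was 0.79 and not called under quantile normalization, and -1.09 relative to the positive control probes. On that last scale *abfA-II*, *aguA* and *xynA* of PUL1 were at 0.60, 0.33 and 1.27 and were not called. After Benjamini-Hochberg adjustment, the methods' t-test did not call *abfA-II*, *arb43* or *xynA* of PUL1.
Of the genes for xylose metabolism, *xylA* (GENE339) was at 2.24 ± 0.02 (SD, n = 3) on xylan and -1.98 ± 0.12 (SD, n = 2) on glucose, a log2 fold change of 4.21 (standard error 0.17, limma adjusted p = 2.48e-05). *xylu* (GENE338) rose by 4.86 (standard error 0.19) with the same adjusted p, *xylB* (GENE340) by 3.83 (standard error 0.46, limma adjusted p = 0.000544) and *xylE* (GENE341) by 3.73 (standard error 0.41, limma adjusted p = 0.000415). Each of these genes was higher on every xylan array than on both glucose arrays and was called under every alternative run.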

Two *susC-susD* systems in xylan PULs were up-regulated, in which induction levels were up to 35.5 and 89.6 for *susC* and *susD* (Table S6), respectively, thereby suggesting that these are involved in the uptake of oligomeric xylan. 

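In PUL1, *susD* (GENE303) was at -1.59 ± 1.24 (SD, n = 3) on xylan and -8.07 ± 0.77 (SD, n = 2) on glucose, where neither array measured it well above background, so its induction was at least 50.7-fold (limma adjusted p = 0.000491). The adjacent *susC* (GENE304) was at -3.37 ± 1.44 (SD, n = 3) on xylan and -8.52 ± 0.20 (SD, n = 2) on glucose, again not well above background there, an induction of at least 15.8-fold (limma adjusted p = 0.0014). The bounds moved with single xylan arrays, because the SD on xylan was large. Without xylan replicate 2 they were 81.5-fold for *susD* and 25.5-fold for *susC*, and without xylan replicate 1 they were 35.4-fold and 9.41-fold. Quantile normalization gave at least 31.9-fold and 8.38-fold, and scaling to the positive control probes at least 10.2-fold and 3.18-fold.
In PUL2, *susC* (GENE322) was at -2.28 ± 0.60 (SD, n = 3) on xylan and -6.09 ± 0.05 (SD, n = 2) on glucose, a log2 fold change of 3.81 (standard error 0.38, limma adjusted p = 0.000277). *susD* (GENE323) was at -2.61 ± 0.51 (SD, n = 3) and -5.06 ± 0.10 (SD, n = 2), a log2 fold change of 2.45 (standard error 0.30, limma adjusted p = 0.000557). Relative to the positive control probes, *susD* of PUL2 was at 0.14 and not called.

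**Figure D1:**
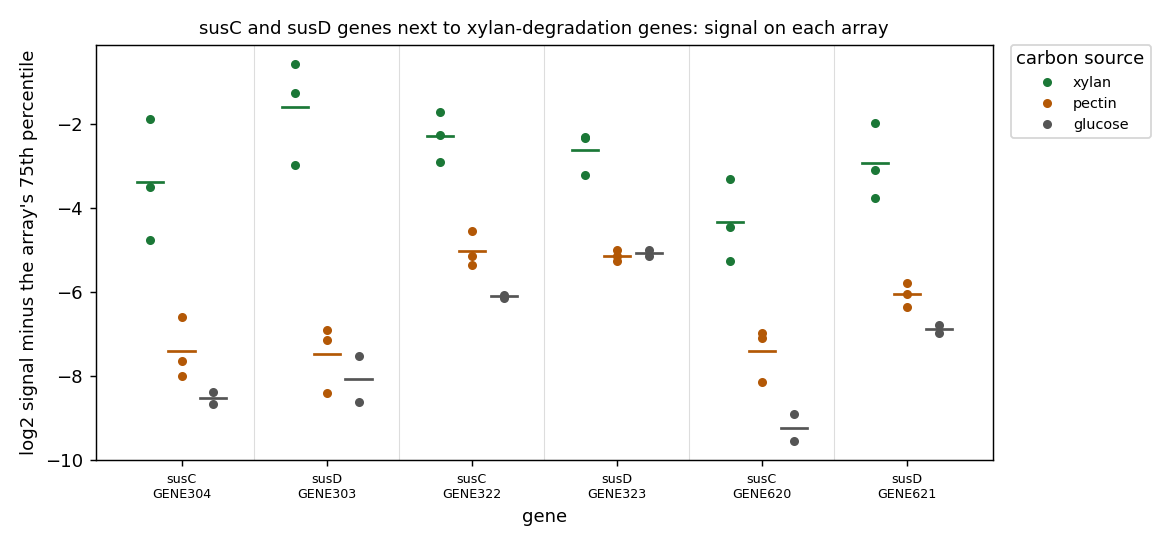
Transcript levels of *susC* and *susD* of xylan PUL1 (GENE304, GENE303), of xylan PUL2 (GENE322, GENE323) and of the pair next to the non-PUL *xynA* (GENE620, GENE621), as log2 intensity minus the 75th percentile of the array. Each dot is 1 array, short lines are group means, and colours mark xylan, pectin and glucose; for each of these genes every xylan array lies above both glucose arrays, and for GENE303 the means are -1.59 on xylan and -8.07 on glucose.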

In the presence of pectin, the transcription of endopolygalacturonase (*pelL*) and hexuronate metabolism (*kdgK, uxaA, uxaB, uxaC*, and *eda*) in the pectin PUL were significantly enhanced compared to glucose (Figure 5B). However, a transcription of *susC-susD* system in the pectin PUL was not significantly up-regulated, and the transcripts of *RhiABC* genes were also significantly down-regulated compared to glucose (Table S7), suggesting that these are not involved in pectin degradation. 

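The pectin PUL holds a pair of genes labelled *pelL*. The first of them (GENE2176) was at -2.06 ± 0.09 (SD, n = 3) on pectin and -3.70 ± 0.06 (SD, n = 2) on glucose, a log2 fold change of 1.64 (standard error 0.29, limma adjusted p = 0.00418). The other (GENE2180), well above background on 2 of 3 pectin arrays, was at -6.27 ± 0.49 (SD, n = 3) on pectin and -5.58 ± 0.06 (SD, n = 2) on glucose, a log2 fold change of -0.69 (standard error 0.37, limma adjusted p = 0.191). Relative to the positive control probes, GENE2176 was at 1.01 and not called and GENE2180 was called down-regulated at -1.33. On the xylan arrays, GENE2176 was at -1.49, -2.43 and -2.28 and GENE2180 at -3.24, -4.28 and -3.87, each above both glucose arrays. With the 75th percentile, the rise of GENE2176 was therefore not limited to pectin. Scaling to the positive control probes lowers every xylan value compared to glucose by 2.31.
Of the genes for hexuronate metabolism, *uxaB* (GENE2172) was at -6.67 ± 0.42 (SD, n = 3) on pectin, well above background on 2 of 3 arrays, and -3.20 ± 0.17 (SD, n = 2) on glucose, a log2 fold change of -3.47 (standard error 0.35, limma adjusted p = 0.000392). *uxaA* (GENE2173) was at -4.69 ± 0.11 (SD, n = 3) on pectin and -2.22 ± 0.05 (SD, n = 2) on glucose, a log2 fold change of -2.47 (standard error 0.19, limma adjusted p = 0.000109). For *eda* (GENE2168) the levels were -2.95 ± 0.10 and -1.39 ± 0.06 and the log2 fold change was -1.56 (standard error 0.22, limma adjusted p = 0.0017). For *kdgK* (GENE2167) they were -3.02 ± 0.09 and -1.79 ± 0.08 and the log2 fold change was -1.23 (standard error 0.22, limma adjusted p = 0.00429). Each of these genes was lower on every pectin array than on both glucose arrays. They kept this direction under every alternative run, while some calls were lost. *kdgK* was not called with the 50th percentile, at -0.77, under quantile normalization, at -0.57, or without glucose replicate 1, at -1.17, and *eda* was not called under quantile normalization, at -0.95. The limma test against a 2-fold change called neither of them. *uxaC* (GENE2166) was at -1.29 ± 0.21 (SD, n = 3) on pectin and -0.96 ± 0.01 (SD, n = 2) on glucose, a log2 fold change of -0.33 (standard error 0.21, limma adjusted p = 0.273), which was 0.13 with the 50th percentile. Another gene of this PUL, *kduI* (GENE2164), was at -0.28 ± 0.07 (SD, n = 3) and -1.52 ± 0.17 (SD, n = 2), a log2 fold change of 1.24 (standard error 0.21, limma adjusted p = 0.00329), and at 0.61 and not called relative to the positive control probes.

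**Figure D2:**
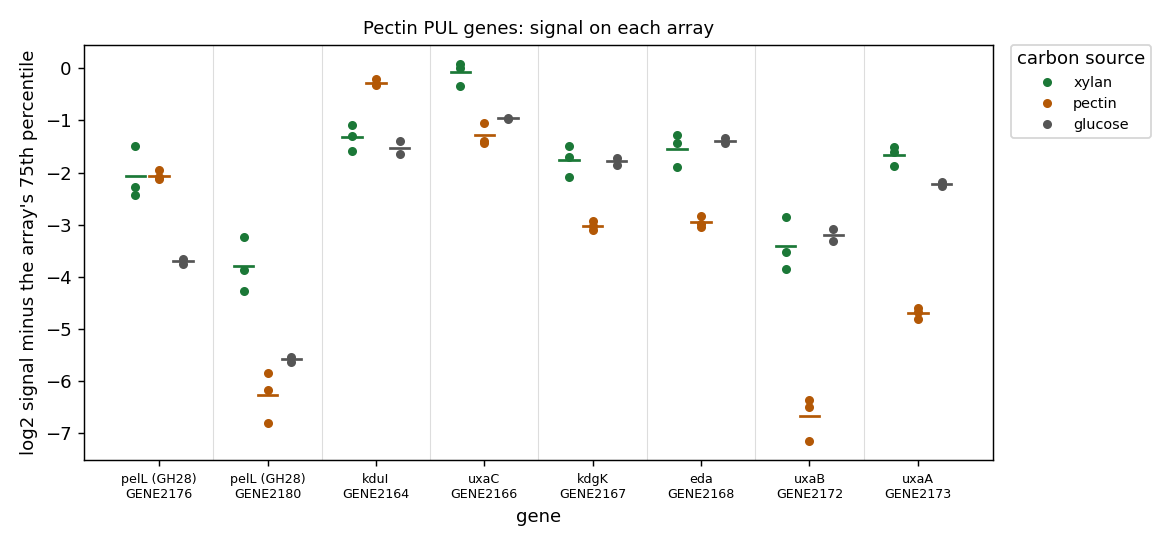
Transcript levels of *pelL* (GENE2176, GENE2180), *kduI* (GENE2164), *uxaC* (GENE2166), *kdgK* (GENE2167), *eda* (GENE2168), *uxaB* (GENE2172) and *uxaA* (GENE2173) of the pectin PUL, as log2 intensity minus the 75th percentile of the array. Each dot is 1 array, short lines are group means, and colours mark xylan, pectin and glucose; the mean of *uxaA* is -4.69 on pectin and -2.22 on glucose, that of GENE2176 is -2.06 and -3.70, and the sign of the difference changes with the scaling only for *uxaC*, at 0.13 with the 50th percentile.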

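In the pectin PUL, *susC* (GENE2157) was at -4.84 ± 0.14 (SD, n = 3) on pectin and -5.71 ± 0.17 (SD, n = 2) on glucose, a log2 fold change of 0.87 (standard error 0.35, limma adjusted p = 0.0934). It was called up-regulated with the 50th percentile, at 1.33, and under quantile normalization, at 1.08. *susD* (GENE2158), well above background on 2 of 3 pectin arrays, was at -6.31 ± 0.16 (SD, n = 3) and -5.54 ± 0.30 (SD, n = 2), a log2 fold change of -0.77 (standard error 0.27, limma adjusted p = 0.0624), and was called down-regulated, at -1.41, relative to the positive control probes. Of the transporter genes, *RhiC* (GENE2171) changed most, from -2.59 ± 0.02 (SD, n = 2) on glucose to -5.77 ± 0.26 (SD, n = 3) on pectin, a log2 fold change of -3.18 (standard error 0.35, limma adjusted p = 0.00055). *RhiB* (GENE2170) had a log2 fold change of -2.27 (standard error 0.32, limma adjusted p = 0.00165) and *RhiA* (GENE2169) one of -2.03 (standard error 0.34, limma adjusted p = 0.00356). On every pectin array each of the Rhi genes was lower than on both glucose arrays, and each was called under every scaling.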

The transcripts of genes in a rhamnogalacturonan PUL-like system did not significantly change in the presence of pectin, thus supporting the notion that *G. flava* JLT2011 does not utilize heteropolymeric rhamnogalacturonans in apple pectin.

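Of the 24 genes of the rhamnogalacturonan PUL-like system, limma called 20 unchanged and 4 down-regulated on pectin compared to glucose, and 0 up-regulated. At an unadjusted p under 0.05 with the same fold changes, both limma and the methods' t-test also gave 0 up-regulated and 4 down-regulated genes. The median log2 fold change of the 24 genes was -0.49, against -0.09 for all genes. The down-regulated genes were a gene that the tables annotate as *susD* (GENE1430), whereas Fig. S5 prints *susD* and *susC* of this system in the opposite order, at -1.38 (standard error 0.22, limma adjusted p = 0.0026), an unlabelled gene (GENE1432) at -1.19 (standard error 0.20, limma adjusted p = 0.00364), which is named after its value was seen, *rhaW* (GENE1446) at -1.10 (standard error 0.29, limma adjusted p = 0.0243), and a GH of family GH88 (GENE1433) at -1.08 (standard error 0.25, limma adjusted p = 0.0138). With the 50th percentile these values were -0.92, -0.73, -0.63 and -0.62, and with it as well as under quantile normalization none of the 24 genes was called. Relative to the positive control probes, 9 were called down-regulated. *rhaW* lost its call when any of the pectin or glucose arrays was left out, and the GH88 gene without pectin replicate 2, at -0.88, and without either glucose array. With normexp on the median signals these 2 genes were not called, and the limma test against a 2-fold change called none of the 4.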

**Figure 5:**
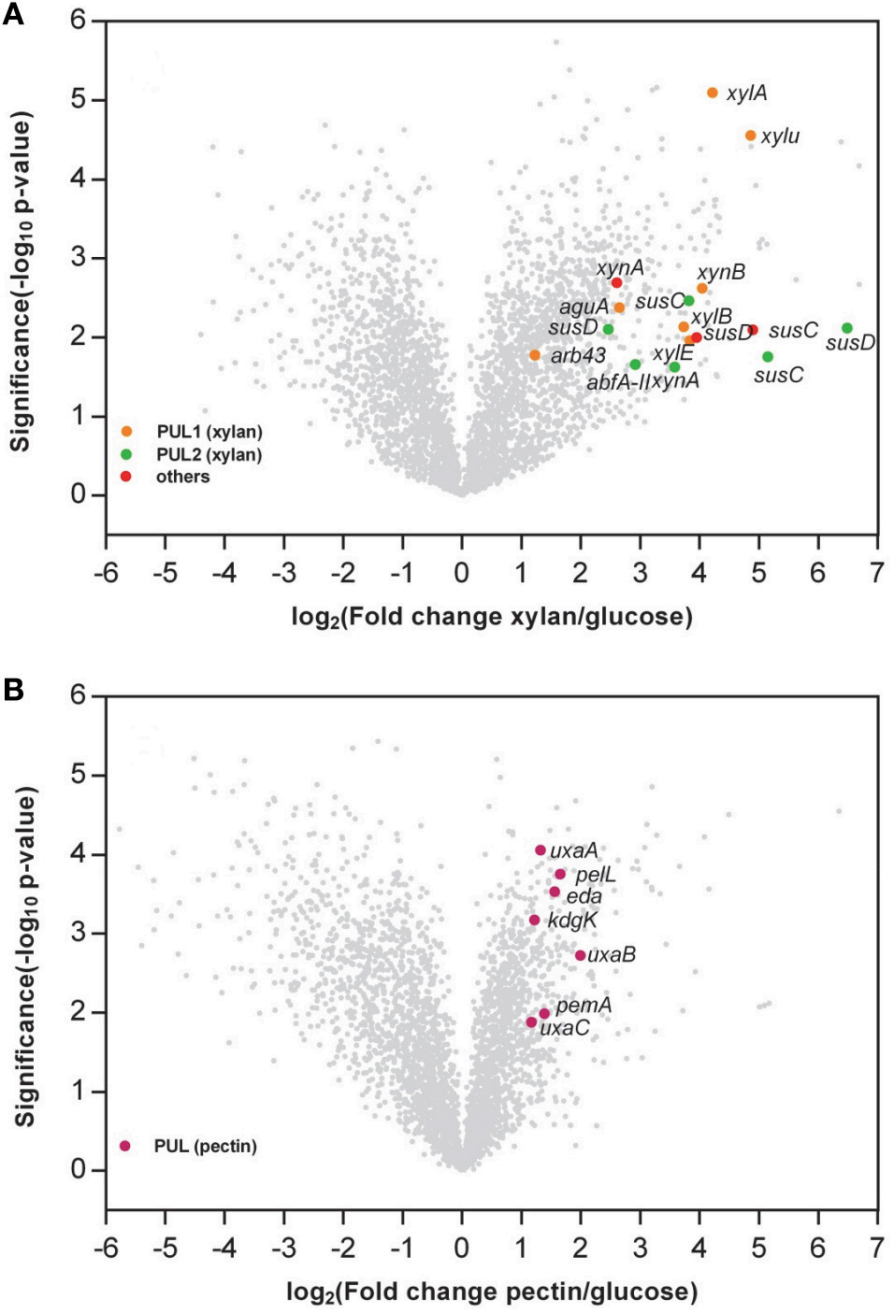
**Volcano plot comparison of the gene expression between xylan and glucose (A)** and pectin and glucose **(B)**. The x axis indicates the differential expression profiles, plotting the fold-induction ratios in a log-2 scale. The y axis indicates the statistical significance of the difference in expression (*p*-value from a *t*-test) in a log10 scale. Genes within the xylan and pectin PULs are shown in colors (fold change > 2, or < 0.5; *p* < 0.05). **(A)** *xynA*, Endo-1,4-beta-xylanase; *xynB*, Beta-xylosidase; *abfA-II*, Alpha-L-arabinofuranosidase; *arb43*, Alpha-N-arabinofuranosidase; *aguA*, Alpha-glucuronidase; *xylu*, Acetyl xylan esterase; *xylA*, Xylose isomerase; *xylB*, Xylulose kinase; *susC*, TonB-dependent receptor; *susD*, carbohydrate-binding protein; *xylE*, Xylose transporter. **(B)** *pemA*, Pectinesterase; *pelL*, Endopolygalacturonase; *uxaC*, Uronate isomerase; *kdgK*, 2-dehydro-3-deoxygluconate kinase; *eda*, 2-dehydro-3-deoxyphosphogluconate aldolase; *uxaB*, Altronate oxidoreductase; *uxaA*, Altronate hydrolase; *susC*, TonB-dependent receptor; *susD*, carbohydrate-binding protein.

LC-MS/MS analysis identified a total of 1,778, 1,638, and 1,429 proteins at the exponential growth phase in the presence of xylan, pectin, and glucose, respectively (Table S8). A total of 1,190 proteins were detected among all samples, representing 33.7% of the protein-coding genes in *G. flava*. JLT2011. A higher number of proteins were associated with carbohydrate metabolism in cells cultured with xylan or pectin compared to those cultured with glucose (Figure 6A). The xylan degradation enzymes (XynA and XynB) and the endopolygalacturonases (PelL) were detected in the presence of xylan and pectin, respectively, which coincided with the results of microarray analysis. However, the SusC-susD system and RhiABC transporter in the pectin PUL were not detected, indicating that these were not involved in the transport of pectin degradation products. However, the GntP transporter was detected (Table S8) and is reported to have a high specificity for importing D-galacturonate (Suvorova et al., 2011). All *Gramella* species have the complete glycolysis and uncompleted Entner–Duodoroff and pentose phosphate pathways due to the presence of a gene that encodes glucose-6-phosphaste (P)-1-dehydrogenase. However, transketolase and transaldolase were detected in the proteomic samples (Table S8), which could convert xylose-5P into fructose-6P and glyceraldehyde-3P, which subsequently enter the glycolysis cycle. Gliding motility-related proteins, which possibly play a role in the digestion of biopolymers, were detected in the presence of xylan and pectin (Table S8).

**Figure 6:**
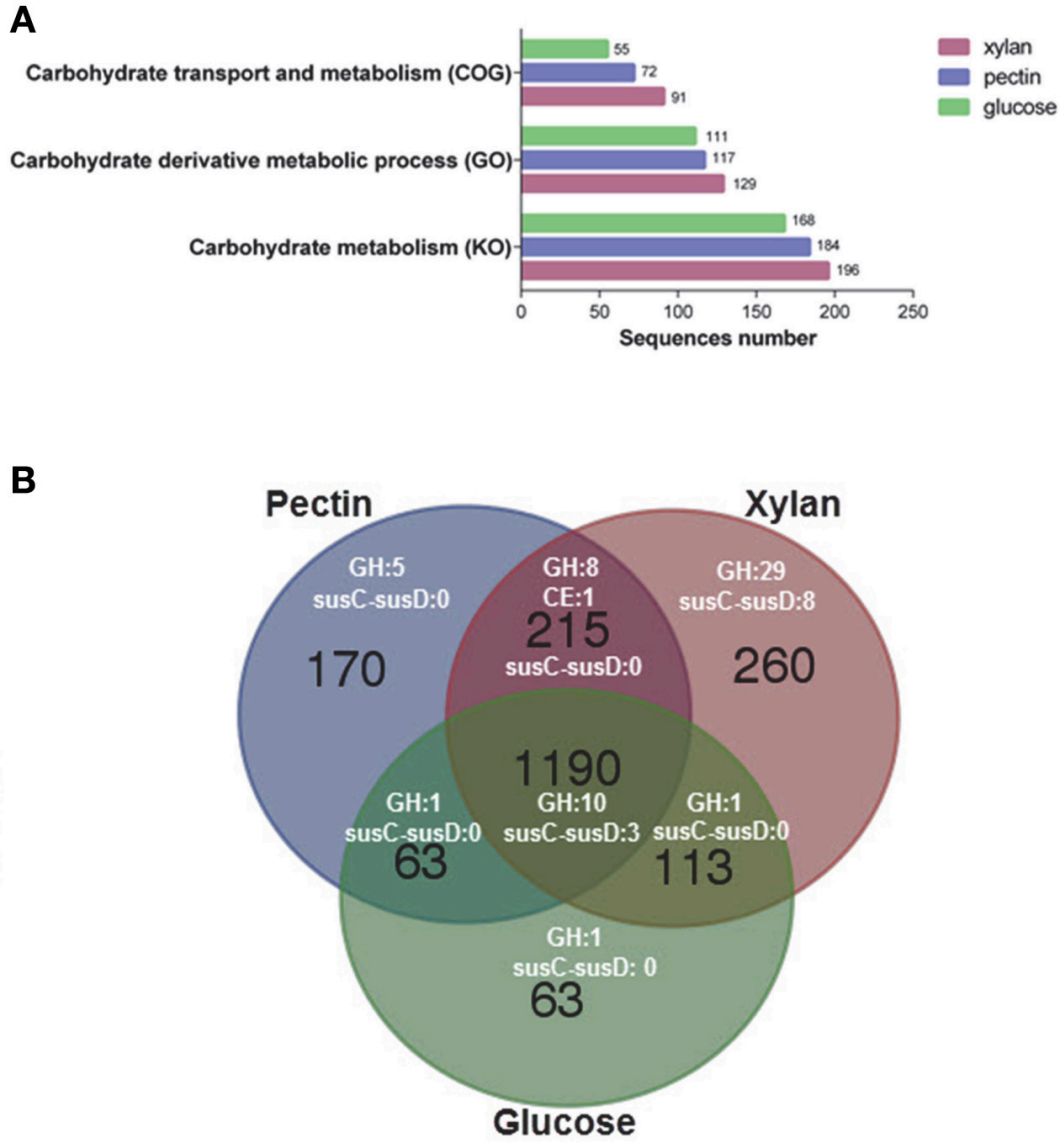
**Functional analysis of the proteome of ***G. flava*** JLT2011 grown on xylan, pectin, and glucose. (A)** Hits of identified proteins associated with carbohydrate metabolism classified by cluster of orthologous groups (COG), gene ontology (GO) and Kyoto encyclopedia of genes and genomes (KO), respectively. **(B)** Venn diagram of counts of the detected CAZymes and susC-susD systems under different treatments with xylan, pectin and glucose. GH, glycoside hydrolase; CE, carbohydrate esterase.

Comparative analysis of the transcriptomics and proteomics data shows a good consistency for the PUL genes at the transcription level. All significantly up-regulated gene transcripts of xylan PULs and pectin PULs were detected at the protein level of the bacterial exponential growth phase (Table S8). Compared to glucose, a total of 25 GH and seven *susC-susD* system transcripts were up-regulated in the presence of xylan (Table S6), whereas only six GHs and a *susC-susD* system were up-regulated in the presence of pectin (Table S7). 

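All 96 GH genes of Table S3 had a probe. Compared to glucose, limma called 38 of them up-regulated and 4 down-regulated on xylan, and 5 up-regulated and 23 down-regulated on pectin. With the arrays scaled to the positive control probes, 52 were down-regulated on xylan and 43 on pectin. The down-regulated GHs numbered 1 and 8 with the limma test against a 2-fold change, 2 and 17 with the 50th percentile, and 6 and 23 under quantile normalization. With p adjusted over the list alone, 38 and 5 were up-regulated. Those up-regulated on pectin were *pelL* (GENE2176), a laminarinase (GENE1573) at a log2 fold change of 1.25, and in xylan PUL2 *xynB* (GENE318) at 2.13, *arb43* (GENE321) at 1.29 and *bglX* (GENE332) at 2.35. The methods' t-test at an unadjusted p under 0.05 gave 25 up-regulated GHs on xylan and 6 on pectin. With the arrays scaled to the positive control probes the counts were 2 on xylan and 1 on pectin, and with the limma test against a 2-fold change 12 and 0. With the 50th percentile they were 46 and 10, under quantile normalization 32 and 8, without glucose replicate 1 they were 24 and 3, and without glucose replicate 2 they were 23 and 3.
The annotation gave 16 pairs of adjacent *susC* and *susD* genes, where the paper reports 18 systems in the genome, so the counts of pairs leave out any system that was not found among the annotated probes. On xylan, both genes were up-regulated in 9 pairs and at least 1 gene in 13. These 9 included the pairs of xylan PUL1, xylan PUL2 and the pectin PUL and the pair next to the non-PUL *xynA*. On pectin, limma called both genes up-regulated in 0 pairs and at least 1 gene in 1 pair, *susC* next to the non-PUL *xynA* (GENE620). This gene, with an adjusted p = 0.0497, was not well above background on either glucose array, and its bound was under 1, so no induction is given; it lost its call under quantile normalization and without either glucose array, among other alternatives. At an unadjusted p under 0.05, limma gave 0 pairs with both genes and 5 with at least 1, and the methods' t-test 0 and 4. With the 50th percentile there was 1 pair with both genes and 7 with at least 1. Both genes were down-regulated on pectin in 2 pairs, GENE965 with GENE964 and GENE2910 with GENE2911, which were chosen after their values were seen. The count of such pairs stayed at 2 under quantile normalization and relative to the positive control probes. It was 1 by the methods' t-test after adjustment, and 0 with the 50th percentile and with the limma test against a 2-fold change.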

A total of 48, 24, and 13 GHs at the protein level were detected in the presence of xylan, pectin, and glucose, respectively (Figure 6B; Table S8). In addition, a total of 29 GH and eight SusC-SusD system proteins were only detected in the presence of xylan (Figure 6B). In contrast, only three SusC-SusD systems were detected in the presence of pectin and glucose (Figure 6B). Compared to glucose, the up-regulated transcript of *xynA* and its adjacent *susC-susD* system, *xynB*, were found in non-xylan PUL (Figure 5A), which possibly accelerates the degradation of the main chain of xylan. Moreover, other up-regulated transcripts of GHs, including beta-galactosidase and alpha-glucosidase, allows sufficient hydrolysis of various sugar residues of xylan (Table S6). These up-regulated transcripts in the presence of xylan are also detected at the protein level (Table S8). These results suggest that *G. flava* JLT2011 exhibited contrasting gene expression patterns on GHs and susC-susD systems in response to heteropolymeric xylan and homopolymeric pectin utilization, respectively. It was noted that some GH genes were shown differentially expressed revealed by transcriptomics in barely, while their corresponding proteins were not detected in the proteomic data possibly due to reasons such as gene expression and the limitation of techniques.

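Outside the PULs, *xynA* of family GH10 (GENE623) was at -2.39 ± 0.34 (SD, n = 3) on xylan and -4.99 ± 0.10 (SD, n = 2) on glucose, a log2 fold change of 2.60 (standard error 0.29, limma adjusted p = 0.000415). Its neighbour *susC* (GENE620) was at -4.33 ± 0.98 (SD, n = 3) on xylan and not well above background on glucose, an induction of at least 8.13-fold (limma adjusted p = 0.00056). The adjacent *susD* (GENE621) was at -2.93 ± 0.90 (SD, n = 3) and -6.87 ± 0.14 (SD, n = 2), a log2 fold change of 3.95 (standard error 0.47, limma adjusted p = 0.000544). Of the other genes for beta-xylosidases outside the xylan PULs, *xynB* of the pectin PUL (GENE2179) was at -3.21 ± 0.71 (SD, n = 3) on xylan and -5.14 ± 0.08 (SD, n = 2) on glucose, a log2 fold change of 1.93 (standard error 0.38, limma adjusted p = 0.00463), and at -0.38 and not called relative to the positive control probes. After adjustment the methods' t-test did not call it. An unlabelled gene for a beta-xylosidase (GENE2254) was at -3.35 ± 1.08 (SD, n = 3) and -5.31 ± 0.10 (SD, n = 2), a log2 fold change of 1.96 (standard error 0.55, limma adjusted p = 0.0199). It was not called with only the xylan and glucose arrays in the fit or without either glucose array, at 2.03 and 1.89, nor by the methods' t-test with or without adjustment or the limma test against a 2-fold change, and it was -0.36 relative to the positive control probes. On that scale *xynA* was at 0.29 and not called.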

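The annotation names 5 beta-galactosidases of family GH2 that were up-regulated on xylan. The largest change was that of *lacZ* in xylan PUL1 (GENE300), from -4.82 ± 0.13 (SD, n = 2) on glucose to -1.15 ± 0.65 (SD, n = 3) on xylan, a log2 fold change of 3.67 (standard error 0.35, limma adjusted p = 0.000248). The others were GENE2286 at 2.14 (standard error 0.29, limma adjusted p = 0.000882), GENE1627 at 1.89 (standard error 0.35, limma adjusted p = 0.00332), GENE2255 at 1.60 (standard error 0.52, limma adjusted p = 0.0327) and GENE3363 at 1.56 (standard error 0.50, limma adjusted p = 0.0318). GENE2255 and GENE3363 lay near the threshold. GENE2255 lost its call when any of the pectin or glucose arrays was left out and with only the xylan and glucose arrays in the fit, and GENE3363 without either glucose array and under quantile normalization, at 0.78. The methods' t-test with or without adjustment and the limma test against a 2-fold change called neither of them.
An alpha-glucosidase of family GH97 (GENE586) rose from -4.05 ± 0.03 (SD, n = 2) on glucose to -2.61 ± 0.34 (SD, n = 3) on xylan, a log2 fold change of 1.43 (standard error 0.23, limma adjusted p = 0.00174). Another gene of that family and annotation (GENE1056) went from -0.87 ± 0.01 (SD, n = 2) to -2.21 ± 0.16 (SD, n = 3), a log2 fold change of -1.35 (standard error 0.21, limma adjusted p = 0.00157). Relative to the positive control probes, GENE2286, GENE1627, GENE2255, GENE3363 and GENE586 were at -0.17, -0.42, -0.71, -0.75 and -0.88, none of them called.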

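Over the 96 GH genes, the median log2 fold change was 0.79 on xylan compared to glucose, -0.50 on pectin compared to glucose and 1.62 on xylan compared to pectin, where the medians of all genes were 0.18, -0.09 and 0.45. The two-sided set test fry, a model fitted by limma and not an exact test, gave p = 0.0389, 0.0522 and 0.00129, and 0.0522, 0.0522 and 0.00386 after Benjamini-Hochberg adjustment over the 3 comparisons. An exact permutation of the arrays could not give a p under 0.1 in any of them. The competitive set test camera with its preset correlation of 0.01 gave p = 0.00121, 0.00261 and 1.57e-06. With a correlation estimated from the data it gave 0.533, 0.561 and 0.366, so that none of its calls held, and under fry the unadjusted calls held for xylan compared to glucose and to pectin. Scaling to the positive control probes moved the set most, to a median of -1.53 on xylan compared to glucose and -0.05 on xylan compared to pectin. Compared directly, 63 GHs were up-regulated and 2 down-regulated on xylan relative to pectin, and 65 were up-regulated with p adjusted over the list alone. Both genes were higher on xylan than on pectin in 10 of the 16 *susC-susD* pairs, and at least 1 in 15. Under quantile normalization, 40 GHs were up-regulated and 5 down-regulated, with both genes higher in 7 pairs and at least 1 in 10. Relative to the positive control probes, 13 GHs were up-regulated and 19 down-regulated on xylan compared to pectin, with both genes higher in 3 pairs and at least 1 in 7.
Over all 3627 genes, Pearson's r between the log2 fold changes on xylan and on pectin was 0.370 and Spearman's rho 0.346. Both fold changes share the glucose arrays. In 1000 simulations of unchanged groups, r was 0.600 on average and at most 0.659, and rho was 0.553 on average and at most 0.593. These simulations gave each gene the same spread in all groups. On the arrays, the SD of the difference between replicates was 0.19 on glucose, 0.22 to 0.62 on pectin and 0.55 to 0.89 on xylan. Because the spreads differ, the simulations cannot decide whether the observed relation lies above or below that of unchanged groups. The paper counts GHs and *susC-susD* systems on the substrates among both transcripts and proteins. From these counts it proposes that *G. flava* JLT2011 has contrasting expression patterns of these genes on heteropolymeric xylan and on homopolymeric pectin.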

GC-MS analysis of bacterial metabolites showed that the highest concentration of xylose was observed in xylan-grown cells, whereas the highest concentration of D-galacturonic acid was detected in pectin-grown cells (Table 1). These are degradation products from xylan and pectin, respectively. The metabolites of pectin-grown cells that are involved in glycolysis (glucose-6-phosphate and fructose-6-phosphate) and the citric acid cycle cycle (citric acid, succinic acid, and fumaric acid) were down-regulated compared to that in the glucose-grown and xylan-grown cells (Table 1), indicating an decrease in the rate of glycolysis and the citric acid cycle.

**Table 1:** **Relative fold-change in selected metabolites in ***G. flava*** JLT2011 grown in different conditions (***t***-test, ***p*** < 0.05)**.

**Metabolite**	**Similarity^a^**	**R.T.^b^**	**Mass**	**log_2_ fold change (xylan/glucose)^c^**	**log_2_ fold change (pectin/glucose)^c^**
Xylose	925.89	15.07	103	2.89	0.94
D-galacturonic acid	752.50	17.96	160	0.87	1.42
Glucose	963.25	17.57	160	−0.64	−2.68
Glucose-6-phosphate	726.53	21.47	73	−0.01	−2.40
Fructose-6-phosphate	541.29	21.35	315	0.38	−2.80
Pyruvic acid	484.29	8.84	174	0.32	−1.43
Citric acid	826.63	16.77	273	−0.03	−1.50
Succinic acid	948.70	10.78	147	0.17	−0.90
Fumaric acid	927.40	11.28	245	1.20	−0.78

a *Similarity, the LECO/Fiehn Metabolomics Library was used to identify the compounds. It generates a similarity value for the compound identification accuracy. When the similarity is >700, the process of metabolite identification is reliable. When the similarity is between 200 and 700, the putative compound name is annotated. When the similarity is < 200, the library will use only “analyte” for the compound name*.

b *R.T., retention time of gas chromatography*.

c *Fold-change values using the ratios of the mean of standardized peak intensities between two groups of samples*.

The integrated multi-omics data of this study reveal that PULs play a vital role in catabolic xylan and pectin pathways and we hereby propose a xylan and pectin utilization pathway as follows. The enzyme XynA hydrolyzes the main chain of xylan into oligomeric polymers that are subsequently transported into cells by the SusC-SusD system of *G. flava* JLT2011 (Figure 7). The enzymes XynB and Xylu convert xylan oligosaccharides into xylose, which then enter the cell and move into the cytoplasm through the mediation of XylE (Figure 7). The enzymes XylA and XylB yield the final product, xylose-5P, which is then directed into the pentose phosphate pathway (Figure 7). The enzymes Arb43, AbfA-II, and AguA might be involved in hydrolysis of the side chain of xylan (Figure 7). The homogalacturonan in pectin is degraded into D-galacturonic acid via the demethylating enzyme PemA, and PelL is used in pectin hydrolysis in *G. flava* JLT2011 (Figure 7). D-galacturonic acid is further utilized by the consequent actions of five hexuronate metabolism enzymes (UxaC, UxaB, UxaA, KdgK, and Eda), converting D-galacturonic acid into pyruvate and D-glyceraldehyde-3-phosphate, which subsequently enter the glycolytic pathway (Figure 7). Further biochemical analysis of the proteins involved in xylan and pectin utilization is necessary to fully understand the systems and validate the proposed pathway.

**Figure 7:**
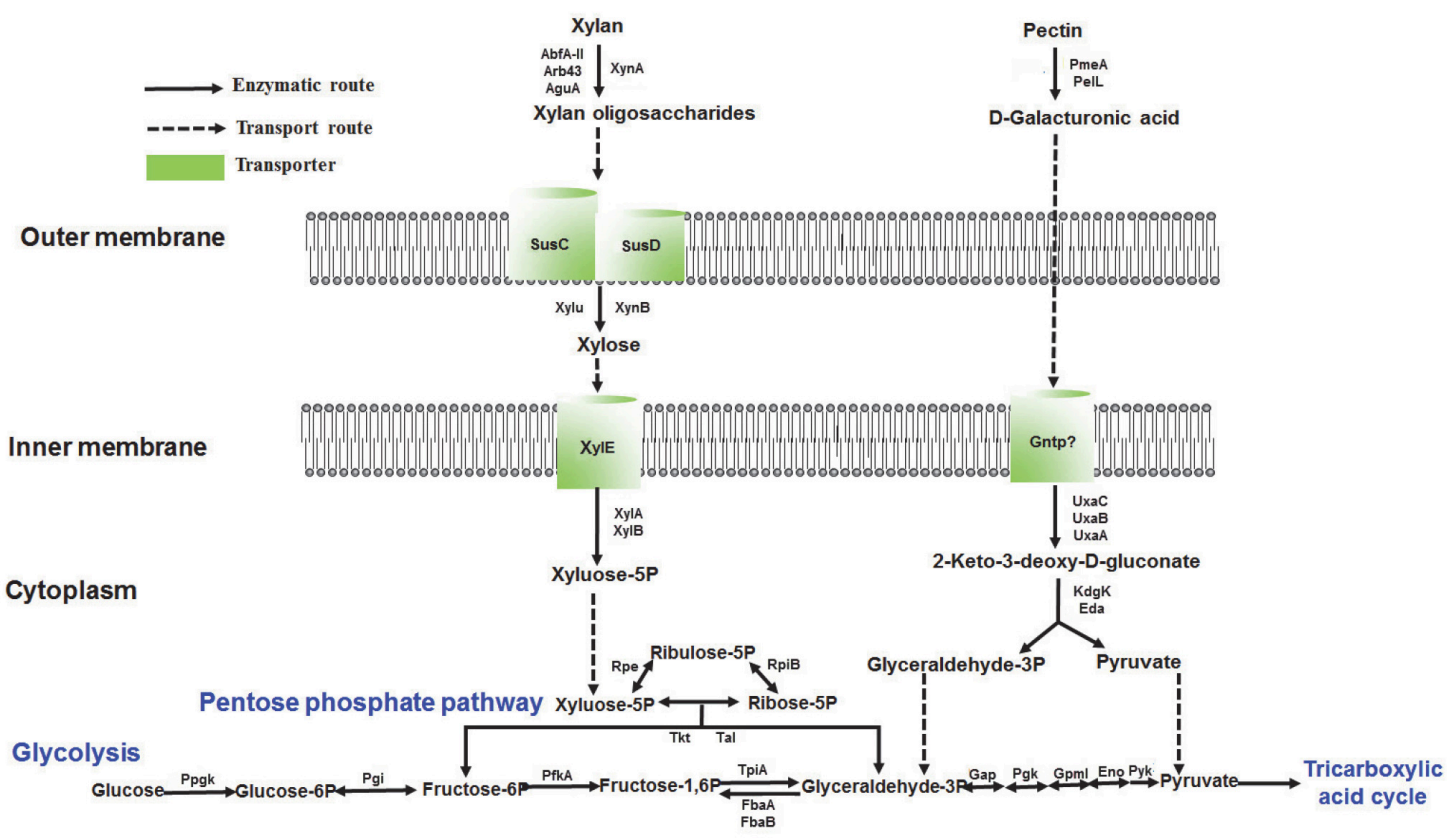
**Reconstructed pathways of xylan and pectin utilization in ***G. flava*** JLT2011 based on multi-omics data**. All labeled genes were expressed at the proteomic level. Xylan utilization pathway: XynA, Endo-1,4-beta-xylanase; XynB, Beta-xylosidase; AbfA-II, Alpha-L-arabinofuranosidase; Arb43, Alpha-N-arabinofuranosidase; AguA, Alpha-glucuronidase; SusC, TonB-dependent receptor; SusD, Carbohydrate-binding protein; Xylu, Acetyl xylan esterase; XylE, Xylose transporter; XylA, Xylose isomerase; XylB, Xylulose kinase. Pectin utilization pathway: PemA, Pectinesterase; PelL, Pectate lyase; PehX, Exo-poly-alpha-D-galacturonosidase; UxaC, Uronate isomerase; UxaB, Altronate oxidoreductase; UxaA, Altronate hydrolase; GntP, Gluconate transporter; KdgK, 2-dehydro-3-deoxygluconate kinase; Eda, 2-dehydro-3-deoxyphosphogluconate aldolase. Pentose phosphate pathway: Rpe, Ribulose-phosphate 3-epimerase; RpiB, Ribose 5-phosphate isomerase B; Tkt, Transketolase; Tal, Transaldolase. Glycolysis: PpgK, Polyphosphate glucokinase; Pgi, Glucose-6-phosphate isomerase; PfkA, 6-phosphofructokinase; TtpiA, Triosephosphate isomerase; FbaA, Fructose-bisphosphate aldolase class II; FbaB, Fructose-bisphosphate aldolase class I; Gap, NAD-dependent glyceraldehyde-3-phosphate dehydrogenase; Pgk, Phosphoglycerate kinase; GpmI, 2,3-bisphosphoglycerate-independent phosphoglycerate mutase; Eno, Enolase; Pyk, Pyruvate kinase.

In summary, this study has shown that the members of *Gramella* spp. have different potentials in hydrolyzing polysaccharides based on their differences in GHs and PUL genes. Genes encoding GHs and PULs in *G. flava* JLT2011 could function in the degradation of polysaccharides; however, these have distinct gene expression patterns in response to xylan and pectin, respectively. Our multi-omics studies have allowed us to functionally characterize GHs and PULs in a bacterial model that belongs phylum *Bacteroidetes*, thereby facilitating in better understanding their ecological role in algal polysaccharide decomposition in relation to marine carbon cycling.

## Author contributions

KT and NJ conceived and designed the experiments; KT, YL, and YH carried out the experiments and analyzed the data. All of the authors assisted in writing the manuscript, discussed the results and commented on the manuscript.

## Funding

This work was supported by the National Natural Science Foundation of China project (41276131), the National Key Research and Development Program of China (2016YFA0601100 & 2013CB955700), the National Program on Global Change and Air-Sea Interaction (GASI-03-01-02-05), the Natural Science Foundation of Fujian Province (2014J01164).

### Conflict of interest statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Characterization of Potential Polysaccharide Utilization Systems in the Marine Bacteroidetes Gramella Flava JLT2011 Using a Multi-Omics Approach
**Source:** Front Microbiol. 2017 Feb 14;8:220. doi: 10.3389/fmicb.2017.00220
**Supplement:** Supplementary file 5

**Table S5** Growth rate of *Gramella* strains with monosaccharides and polysaccharide（h^-1^）based OD_600_ measurements (three replicates, ANOVA, p<0.05).

|  | ***G. flava* JLT2011** | ***G. forsetii* KT0803** |
| --- | --- | --- |
| D-glucose | 0.110±0.005 | 0.155±0.005 |
| D-xylose | 0.088±0.007 | - |
| D-galacturonic acid | 0.092±0.002 | 0.070±0.002 |
| L-arabinose | 0.057±0.004 | 0.074±0.004 |
| L-rhamnose | 0.096±0.002 | - |
| D-mannose | 0.095±0.002 | 0.123±0.002 |
| D-galactose | 0.196±0.002 | 0.064±0.005 |
| N-acetyl-D-glucosamine | - | - |
| D-trehalose | 0.075±0.003 | 0.107±0.004 |
| Strach | 0.158±0.005 | 0.120±0.003 |
| Xylan | 0.097±0.007 | - |
| Pectin (from apple) | 0.064±0.005 | 0.029±0.005 |
| Pectin (from citrus) | + | + |
| Galactomannan | + | + |
| Mannan | 0.151±0.007 | - |
| Arabinan | 0.105±0.007 | 0.101±0.007 |
| Arabinogalactan | 0.127±0.006 | 0.061±0.006 |
| Laminarin | 0.088±0.002 | 0.067±0.003 |
| Alginate | - | 0.088±0.032 |
| Chitin | - | - |

“+”, the bacterial growths were visible in media containing citrus pectin or galactomannan, however, it was difficult to determine OD_600_ because of some insoluble particles of citrus pectin and the small volume of a bacterial culture with galactomannan. “-”, no growth.

# Supplementary material for: Characterization of Potential Polysaccharide Utilization Systems in the Marine Bacteroidetes Gramella Flava JLT2011 Using a Multi-Omics Approach
**Source:** Front Microbiol. 2017 Feb 14;8:220. doi: 10.3389/fmicb.2017.00220
**Supplement:** Supplementary file 9

1                                   **Supplementary Figures**

2   **Characterization of Potential Polysaccharide Utilization**  
3       **Systems in the Marine *Bacteroidetes Gramella flava***  
4                   **JLT2011 Using a Multi-omics Approach**

5                                   **Kai Tang\*, Yingfan Lin, Yu Han, Nianzhi Jiao\***

## 9 Other PULs in the Genome of *G. flava* JLT2011

10 Four *Gramella* strains all contained a starch (or glucan) PUL and a laminarin PUL  
11 (Supplementary Figure S3). Both *G. flava* JLT2011 and *G. forsetii* KT0803 can utilize  
12 starch and laminarin determined by the growth experiments with these polysaccharides as  
13 carbon sources. *G. flava* JLT2011 has no capacity to degrade alginate, whereas *G. forsetii*  
14 can degrade it (Supplementary Figure S6). Neither *G. flava* JLT2011 nor *G. echinicola*  
15 DSM19838 accommodate the alginate PUL present in *G. forsetii* KT0803 and *G.*  
16 *portivictoriae* DSM23547 (Supplementary Figure S3). Both *G. flava* JLT2011 and *G.*  
17 *forsetii* KT0803 encoded a predicted arabinan-containing glycoside hydrolyase (GH43  
18 and GH51), a *susC-susD* system and a gene set responsible for L-arabinose utilization  
19 (*araBDA*) (Supplementary Figure S4), which were probably involved in their arabinan  
20 utilization (Supplementary Figure S6).

21 *Gramella flava* JLT2011 harbored a mannan PUL containing *mnA*-encoding  
22 mannosidases (GH92) and a glycoside hydrolase (GH125) that targets  $\alpha$ -1,2- and  $\alpha$ -1,6-  
23 mannosidic linkages of yeast mannans, respectively (Supplementary Figure S4). A  
24 similar gene content of a mannan PUL was previously found in *L. blandensis* MED217  
25 (Supplementary Figure S4). *G. flava* JLT2011 could utilize mannans from yeast ( $\alpha$ -1,2-  
26 mannans) and *G. forsetii* KT0803 could utilize D-mannose for growth (Supplementary  
27 Figure S6), while *G. forsetii* KT0803 could not hydrolyse yeast mannan due to the lack of  
28 related GHs. *G. flava* JLT2011 contained other mannan PUL containing genes encoding  
29 mannosidase (GH5 and GH26), with activity against the  $\beta$ -1,4-linked mannosides  
30 backbone present in plant cell mannans (Supplementary Figure S4). Furthermore, a  
31 predicted *susC-susD* system for mannan oligocharrides and a symporter for the  
32 degradation product mannose, as well as the transcription regulator *araC*, were present in  
33 *G. flava* (Supplementary Figure S4). This suggests that this species has the potential to  
34 degrade plant mannan. This PUL exhibits several differences in organization and gene  
35 content compared with members of *Bacteroides* (Supplementary Figure S4).

36 *G. flava* JLT2011 and *G. forsetii* KT0803 also lacked the capacity to utilize chitin and the  
37 degradation product N-acetyl-D-glucosamine (Supplementary Figure S6). Both *G. flava*

JLT2011 and *G. echinicola* DSM19838 contained genes encoding a PUL-like system for chitin (Supplementary Figure S5), where there is a chitinase and N-acetyl-D-glucosamine assimilation pathway without the key gene *nagA* encoding N-acetyl-D-glucosamine 6-phosphate deacetylase (Yadav et al., 2011).

## Reference

Yadav, V., Panilaitis, B., Shi, H., Numuta, K., Lee, K., and Kaplan, D. L. (2011). N-acetylglucosamine 6-phosphate deacetylase (*nagA*) is required for N-acetylglucosamine assimilation in *Gluconacetobacter xylinus*. *PLoS One* 6, e18099. doi:10.1371/journal.pone.0018099.

49

### Supplementary Tables

50 **Table S1** General features of *Gramella* strains genomes sequenced.

51 **Table S2** Summary and distributions of CAZymes in marine microbes. GH, glycoside  
52 hydrolases; CE, carbohydrate esterases; GT, glycosyltransferases; PL, polysaccharide  
53 lyases.

54 **Table S3** Genomically predicted glycoside hydrolases (GHs) genes in *G. flava* JLT2011  
55 and their homologs in other strains.

56 **Table S4** Summary and distributions of peptidases in marine microbes.

57 **Table S5** Growth rate of *Gramella* strains with monosaccharides and polysaccharide ( $\text{h}^{-1}$ )  
58 based OD<sub>600</sub> measurements (ANOVA,  $p < 0.05$ ).

59 **Table S6** Comparison of gene expression of *G. flava* JLT2011 growth on xylan and  
60 glucose. The up-regulation and down-regulation genes under xylan treatment relative to  
61 glucose treatment are shown in red and green, respectively (fold change  $\geq 2$ , or  $\leq 0.5$ ; p-  
62 value  $< 0.05$ ). COG, clusters of orthologous groups.

63 **Table S7** Comparison of gene expression of *G. flava* JLT2011 growth on pectin and  
64 glucose. The up-regulation and down-regulation genes under pectin treatment relative to  
65 glucose treatment are shown in red and green, respectively (fold change  $> 2$ , or  $< 0.5$ ; p-  
66 value  $< 0.05$ ).

67 **Table S8** Functional proteomics analysis of *G. flava* JLT2011 under xylan, pectin and  
68 glucose treatments. All detected proteins have at least two unique peptides. +, detected.

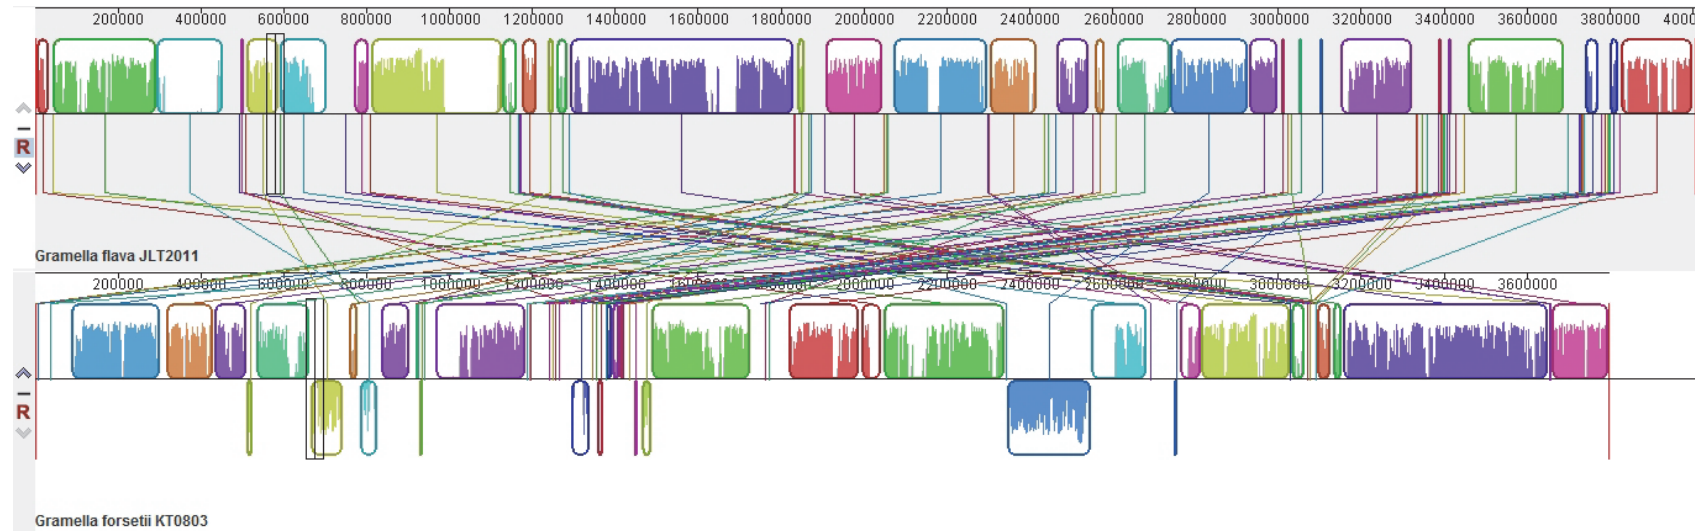

**Figure S1.** Multiple genome alignment performed using the Mauve progressive software and the chromosomes of *G. flava* JLT2011 and *G. forsetii* KT0803. Lines link blocks where there is homology between two genomes. The colored bars inside the blocks are related to the level of sequence identity. Blocks anchored underneath the horizontal lines indicate regions with inverse orientations.

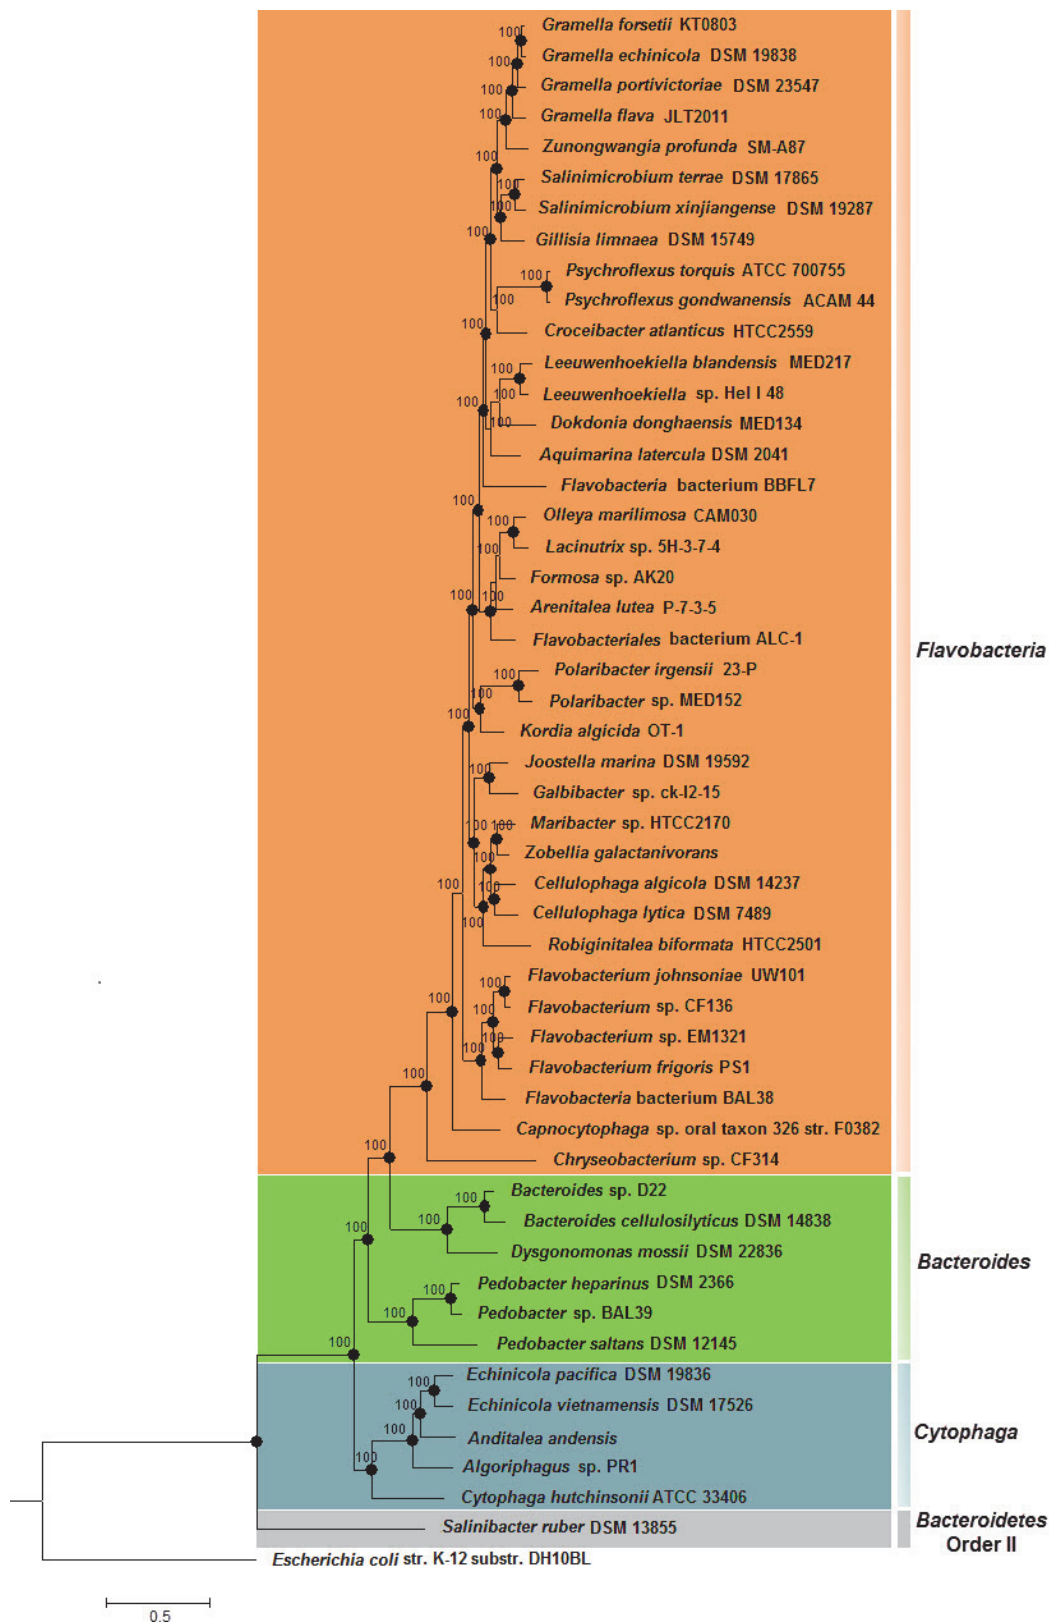

**Figure S2.** The phylogenetic tree was constructed based on a concatenation of eight

single-copy genes present in all *Bacteroidetes* genomes, including ispU (undecaprenyl pyrophosphate synthase), recR (recombination protein), metG (methionyl-tRNA synthetase), rplS (50S ribosomal protein L19), rplF (50S ribosomal protein L6), rplE (50S ribosomal protein L5), yidC (putative inner membrane protein translocase component) and rpsC (30S ribosomal protein S3). Bootstrap percentages are shown on each branch (1000 replications). Bar = 0.5 substitutions per nucleotide position.

### PUL (starch/glucan)

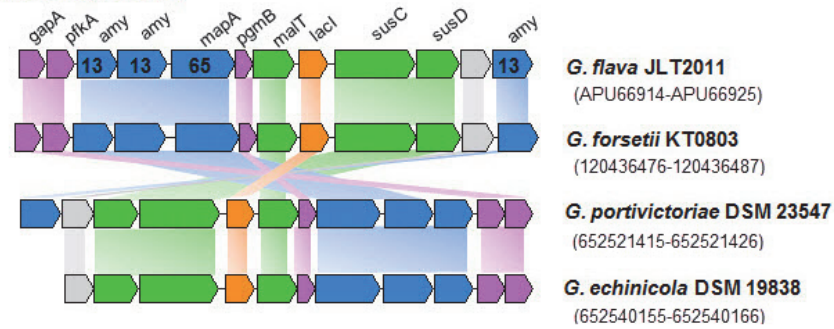

### PUL (laminarin)

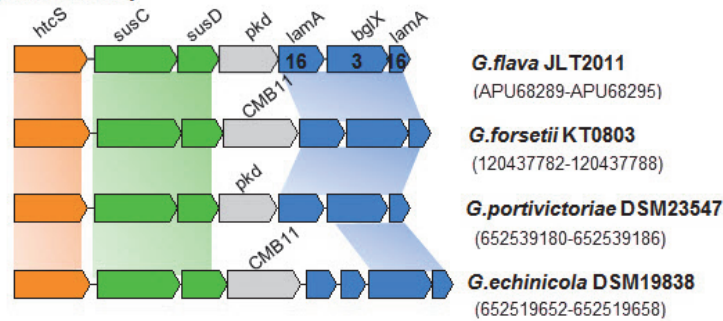

### PUL (alginate)

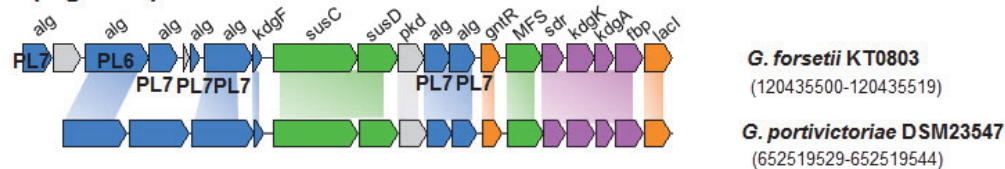

Figure S3. Genetic organization of the starch/glucan, laminarin and alginate PULs in *Gramella* species. The range of Genbank

accession numbers of sequences of the gene cluster in the genome is shown in a bracket. The functions of the proteins are color-coded: blue, CAZymes; green, membrane proteins involved in binding/transport; purple, other enzymes; orange, putative regulation factor; grey, unknown function. Homologous genes are connected by colored bars between two PULs. The CAZymes superfamily classification was listed on a gene. **strach/glucan PUL:** *amy*, Alpha-amylase; *mapA*, Maltose phosphorylase; *pgmB*, Beta-phosphoglucomutase; *gapA*, NAD-dependent glyceraldehyde-3-phosphate dehydrogenase; *pfkA*, 6-phosphofructokinase; *susC*, TonB-dependent receptor; *susD*, Carbohydrate-binding protein; *Malt*, Maltose transporter; *lacI*, LacI family transcriptional regulator; **laminarin PUL:** *lamA*, Laminarinase; *bglX*, Periplasmic beta-glucosidase; *pkd*, PKD Domain-containing protein; *susC*, TonB-dependent receptor; *susD*, Carbohydrate-binding protein; *htcS*, Two-component system sensor histidine kinase/response regulator hybrid; **alginate PUL:** *alg*, Alginate lyase; *pl*, Alginate lyase; *kdgF*, Pectin degradation protein; *pkd*, PKD domain-containing protein; *sdr*, Short-chain dehydrogenase/reductase; *kdgK*, 2-dehydro-3-deoxygluconokinase; *kdgA*, Keto-hydroxyglutarate-aldolase; *fbp*, Fructose-1,6-bisphosphatase; *susC*, TonB-dependent receptor; *susD*, Carbohydrate-binding protein; *MFS*, Hexuronate/hexarate transporter; *gntR*, GntR family transcriptional regulator.

**predicted PUL (arabinan)**

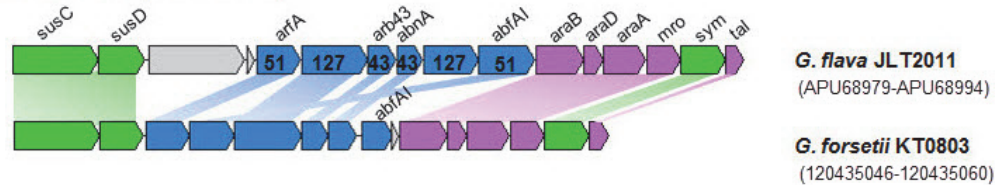

**predicted PUL (1,2- $\alpha$ -mannan)**

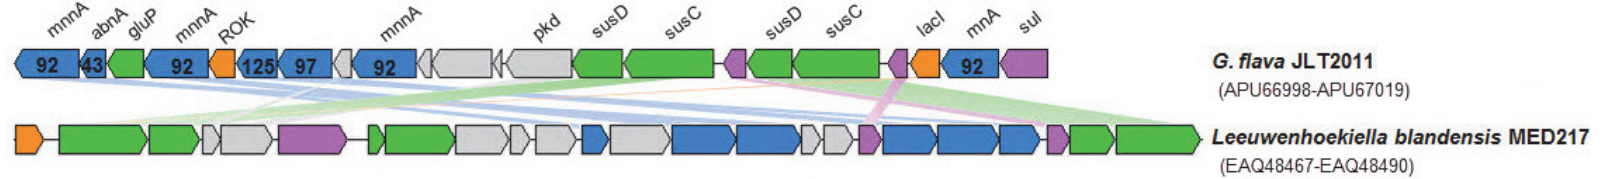

**predicted PUL (1,4- $\beta$ -mannan)**

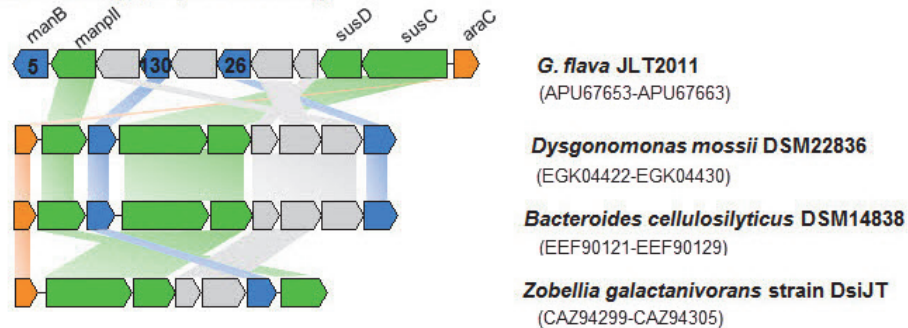

**Figure S4. Genetic organization of the predicted PULs of *G. flava* JLT2011.** The range of Genbank accession numbers of sequences of the gene cluster in the genome is shown in a bracket. The functions of the proteins are colour-coded: blue, CAZymes;

green, membrane proteins involved in binding/transport; purple, other enzymes; orange, putative regulation factor; grey, unknown function. Homologous genes are connected by colored bars between two PULs. The CAZymes superfamily classification was listed on a gene. **predicted arabinan PUL:** *arfA*, Alpha-N-arabinofuranosidase; *arb43*, Arabinosidase; *abnA*, Arabinan endo-1,5-alpha-L-arabinosidase; *abfAI*, Alpha-N-arabinofuranosidase; *araB*, Ribulokinase; *araD*, L-ribulose-5-phosphate 4-epimerase; *araA*, L-arabinose isomerase; *mro*, Aldose 1-epimerase; *sym*, Sodium:solute symporter family protein; *tal*, Transaldolase; **predicted 1,2- $\alpha$ -mannan PUL:** *mnnA*, Alpha-1,2/3-mannosidase; *abnA*, Arabinan endo-1,5-alpha-L-arabinosidase; GH125, alpha-1,6-mannanase; *susB*, Alpha-glucosidase; *pkd*, PKD domain-containing protein; *sul*, Arylsulfatase; *susC*, TonB-dependent receptor; *susD*, Carbohydrate-binding protein; *ROK*, ROK family member transcriptional repressor; *lacI*, LacI family transcriptional regulator; **predicted 1,4- $\beta$ -mannan PUL:** *manB*, Endo-1,4-beta-mannosidase; *manpII*, mannose Sodium solute transporter; *araC*, AraC family transcriptional regulator.

### PUL\_like (rhamnogalacturonan)

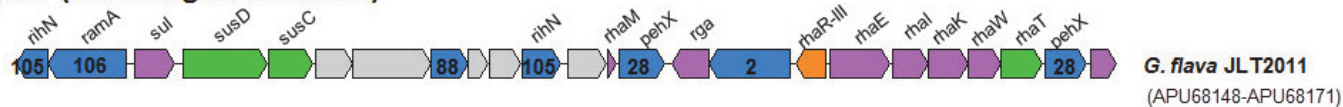

### PUL\_like (chitin)

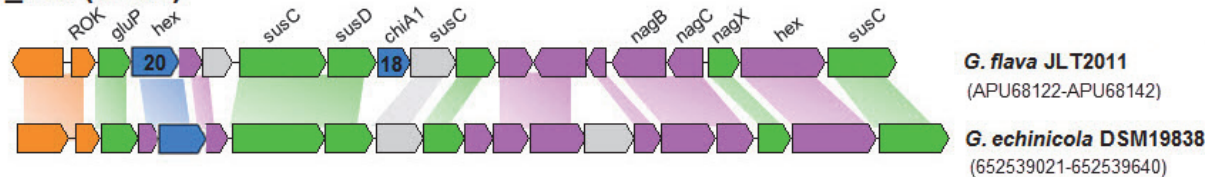

**Figure S5. Genetic organization of the two PUL-like operons of *G. flava* JLT2011.** The range of Genbank accession numbers of sequences of the gene cluster in the genome is shown in a bracket. The functions of the proteins are color-coded: blue, CAZymes; green, membrane proteins involved in binding/transport; purple, other enzymes; orange, putative regulation factor; grey, unknown function. Homologous genes are connected by colored bars between two PULs. The CAZymes superfamily classification was listed on a gene. **rhamnogalacturonan PUL\_like:** *pehX*, Exo-polygalacturonosidase; *rihN*, Rhamnogalacturonides degradation protein; *rga*, Rhamnogalacturonan acylesterase; *ramA*, Alpha-L-rhamnosidase; *rhaM*, L-rhamnose mutarotase; *rhaE*, Predicted rhamnulose-1-phosphate aldolase; *rhaI*, L-rhamnose isomerase; *rhaK*, Rhamnulokinase; *rhaW*, L-lactate dehydrogenase; *rhaT*, Predicted L-rhamnose permease; *susC*, TonB-dependent receptor; *susD*, Carbohydrate-binding protein; *rhaR-III*, Transcriptional regulator of rhamnose utilization; **chitin PUL\_like:** *chiA1*, Chitinase; *hex*, Beta-hexosaminidase; *nagB*, Glucosamine-6-phosphate deaminase; *nagC*, transcriptional repressor protein; *nagX*, N-acetylglucosamine related transporter; *ROK*, ROK family member transcriptional repressor; *susC*, TonB-dependent receptor; *susD*, Carbohydrate-binding protein.

### Xylan

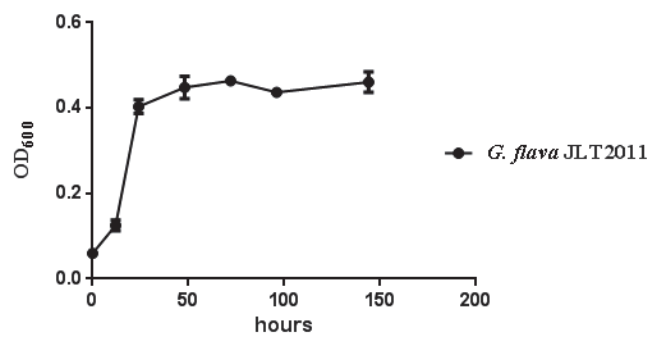

### D-xylose

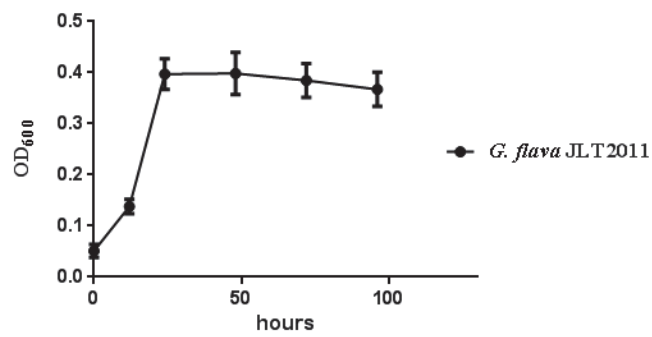

### Pectin (from apple)

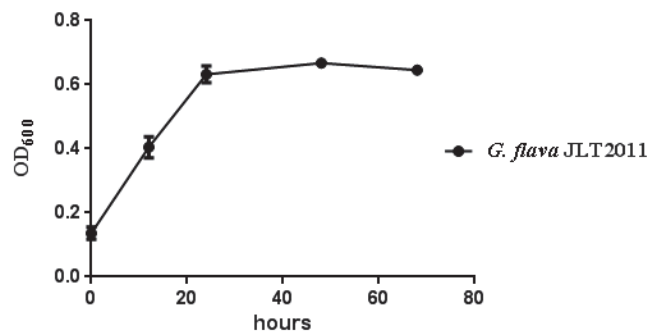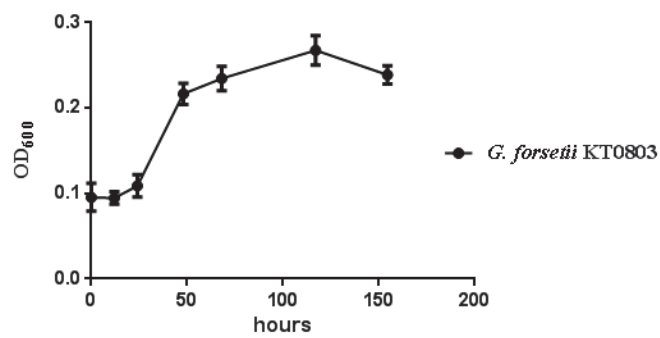

### D-galacturonic acid

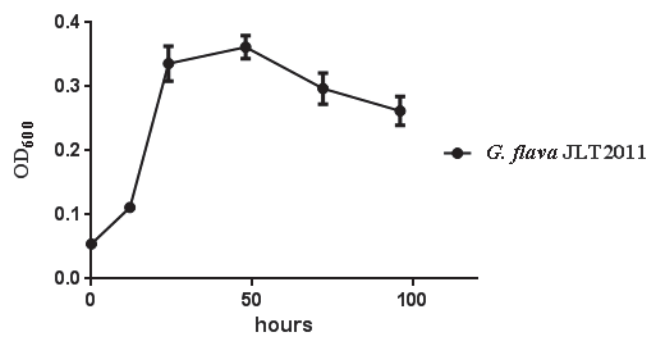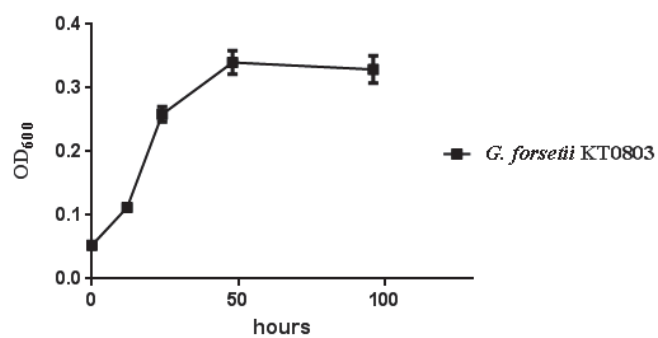

### D-glucose

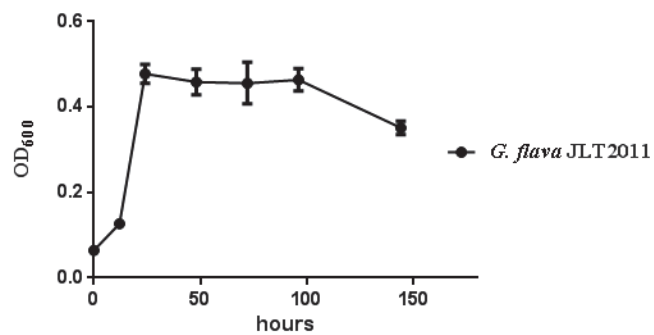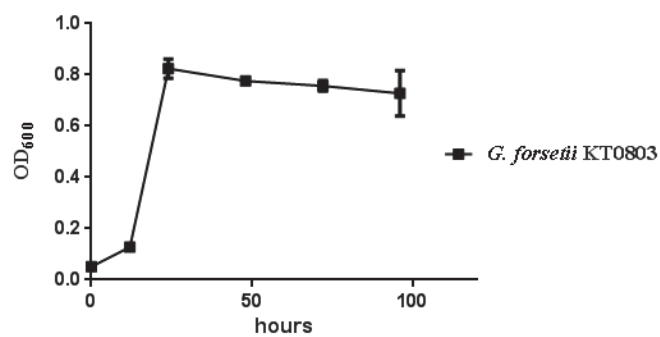

## L-arabinose

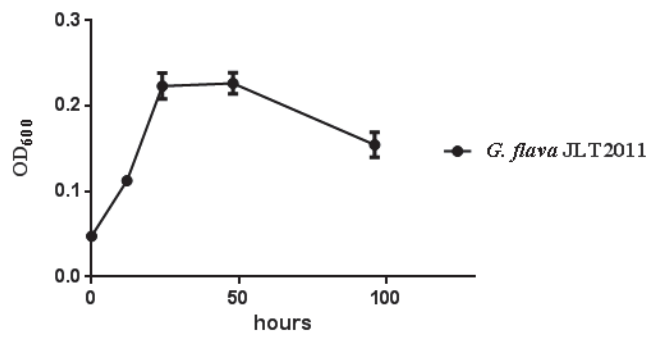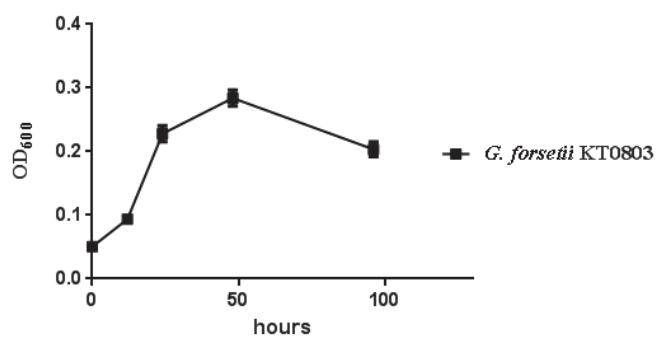

## L-rhamnose

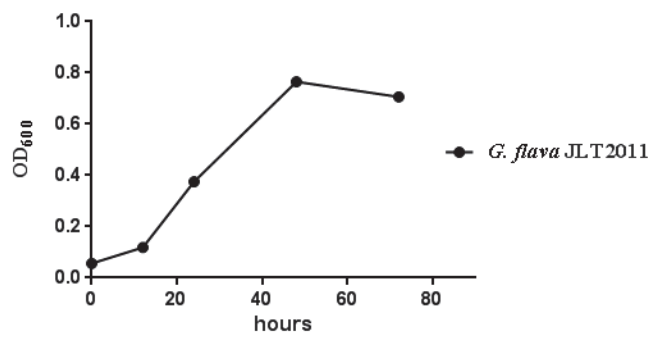

D-mannose

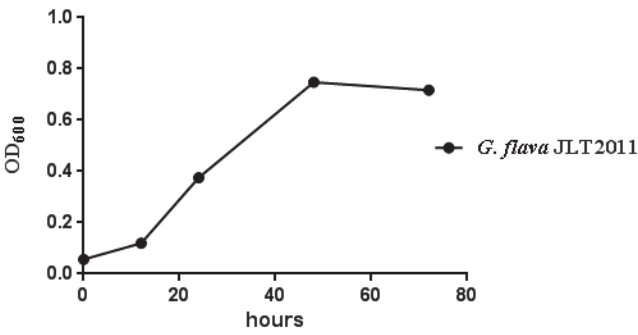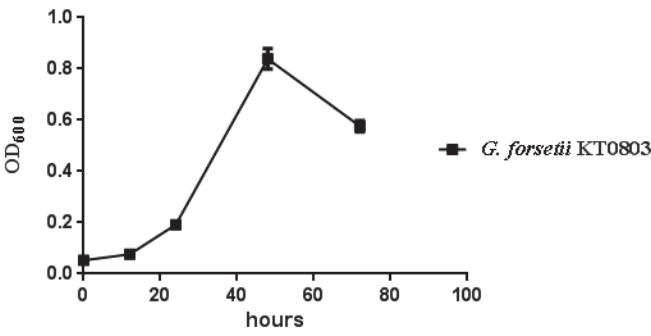

D-galactose

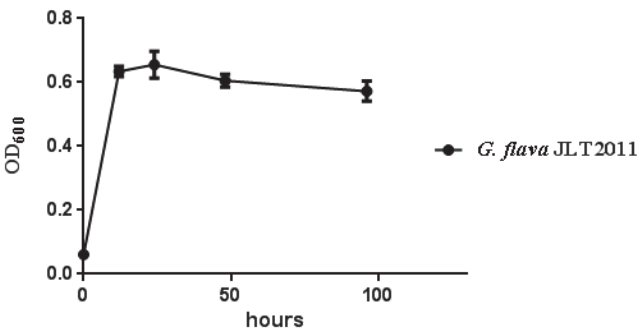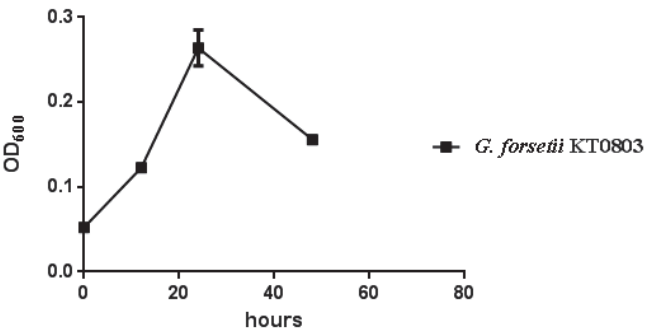

D-trehalose

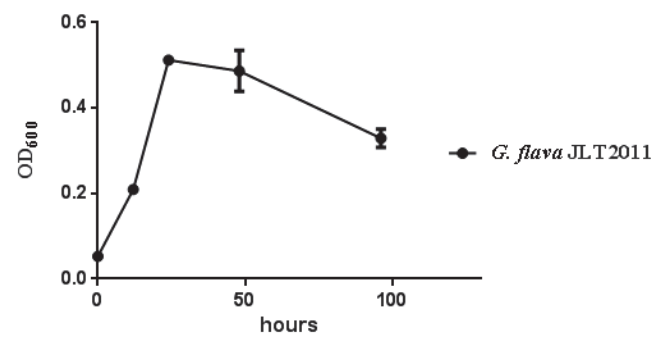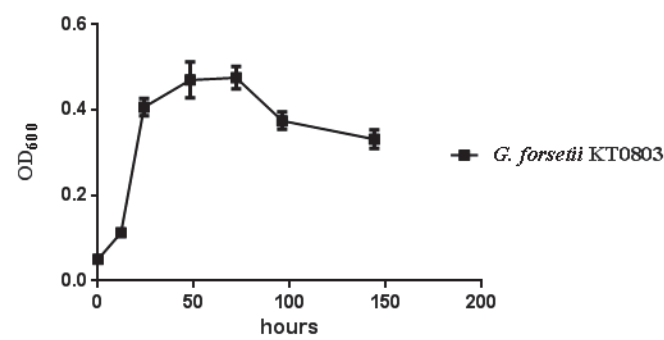

Strach

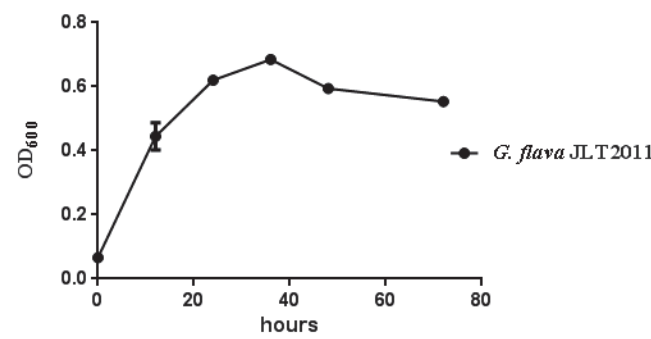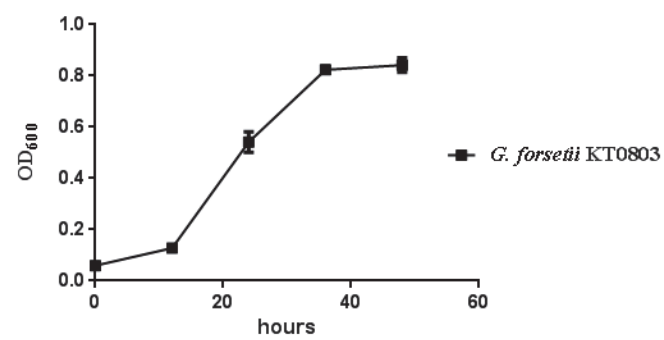

**Mannan**

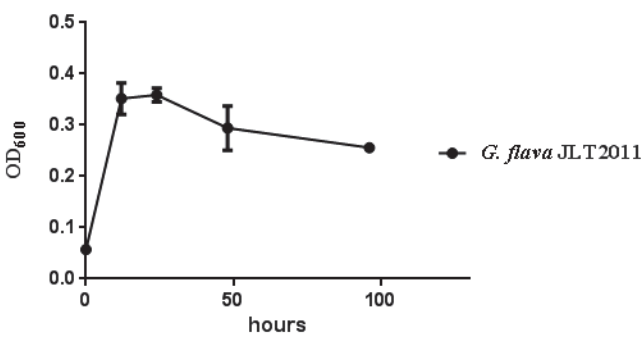

**Arabinan**

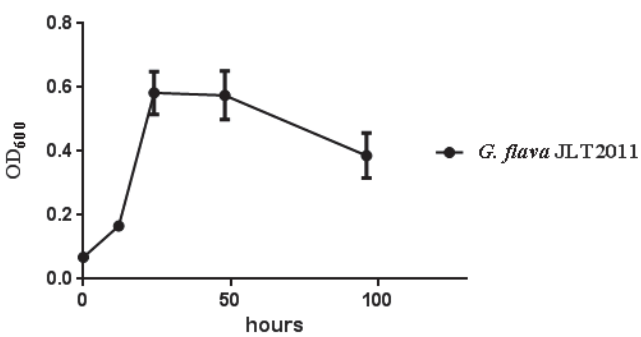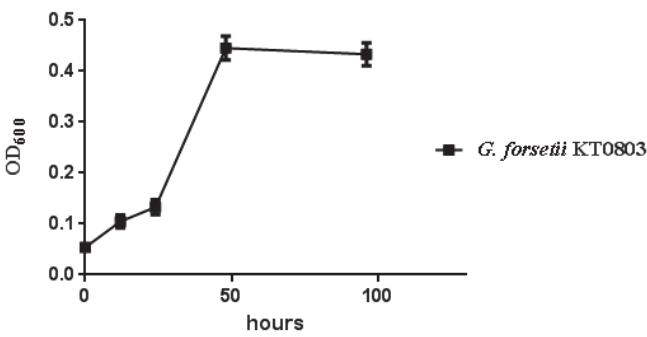

Arabinogalactan

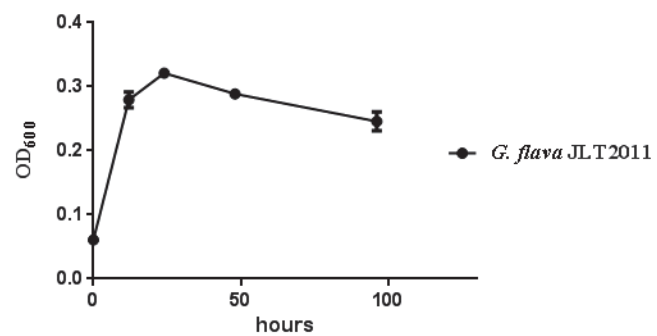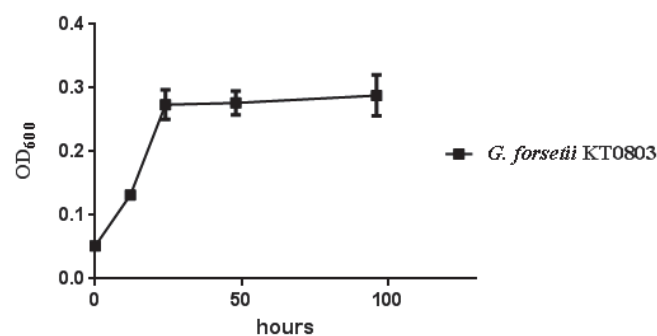

Laminarin

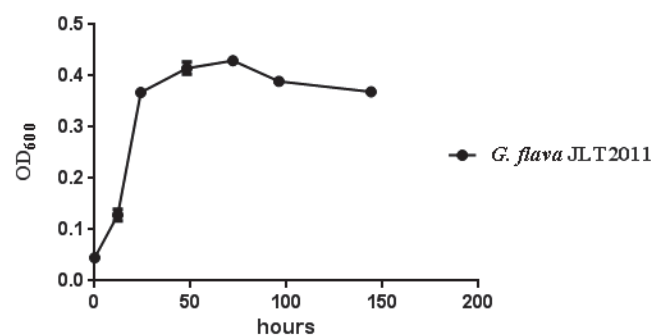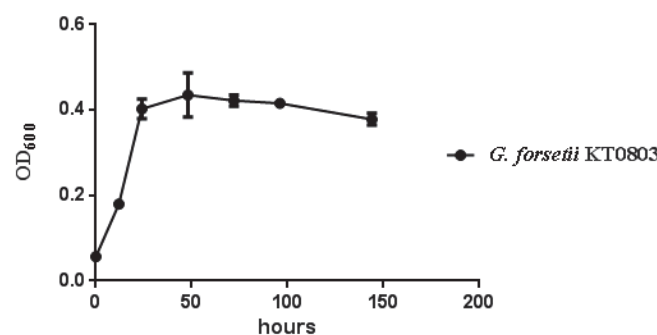

### Alginate

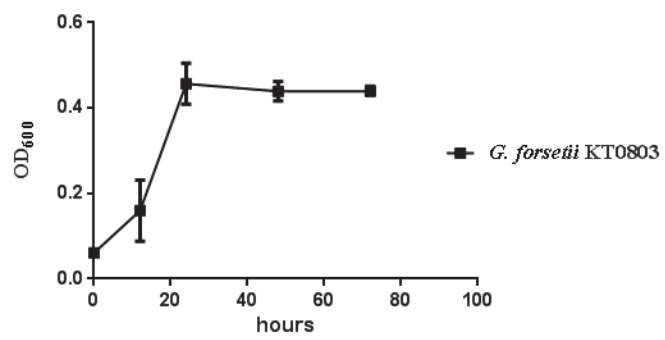

**Figure S6.** Growth curves of *Gramella* strains with monosaccharides and polysaccharide

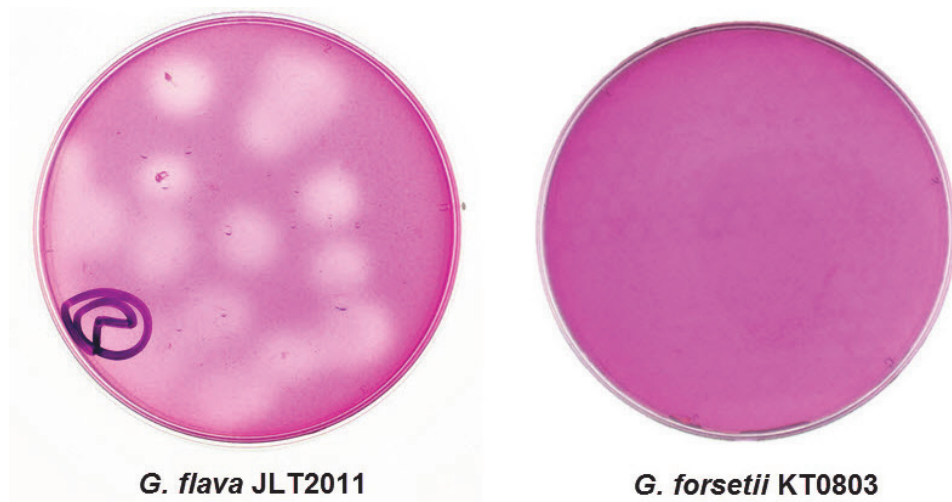

**Figure S7.** The pectin methylesterase activity of *Gramella* species measured by ruthenium red staining method. Only *G. flava* JLT2011 showed pectin methylesterase activity in apple pectin.

How the deposited data were processed for this re-analysis (not part of the article)

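Total RNA of *G. flava* JLT2011 grown on xylan (3 replicates), pectin (3 replicates) or glucose (2 replicates) was labelled with Cy3 and hybridised to 8 custom arrays on 1 slide. Whether the replicates were separate cultures is not stated in the paper. The carbon source was given at 0.2%. Sample labels and the methods of the paper gave the group of every array, and no sample was left out.

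The authors deposited, for each array, the spot intensities written by the Agilent software, including the processed intensity after background subtraction and detrending, the median foreground and background signals, and marks for outlier, saturated and well-above-background spots. The authors also deposited a table of log2 values per probe, which they had made in GeneSpring by a percentile shift. The percentile is not named in the paper's text. The 75th was taken, and the deposited log2 values have their 75th percentile near 0 on each array. No deposited column of per-sample values was left without a sample, and 0 such columns were passed over.

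From the processed intensities, control spots and outlier spots were removed, the log2 values of the remaining spots of a probe were averaged, and the 75th percentile of the array over the gene probes was subtracted. This scaling sets the 75th percentile of all arrays equal, so a change that touched most genes alike would not be seen. No filter on dim probes was applied. Probes not well above background on any array of a group were given as bounds by the rule stated with the experiment. No read depth applies to arrays. Their number limits the precision, and signals near background limit what can be compared. On xylan replicate 3, 88.8% of the probes were well above background, the lowest share of the arrays.

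Groups were compared with limma (lmFit and eBayes, version 3.58.1, in R 4.3.3) with 1 coefficient per group over all 8 arrays and no covariate. The comparisons were xylan with glucose, pectin with glucose and xylan with pectin. Genes were called at a Benjamini-Hochberg adjusted p under 0.05 over 3627 probes with a fold change above 2 or under 0.5. The 96 GHs of Table S3 were tested as a set with fry of limma, two-sided, and with camera. The *susC-susD* pairs were found by annotation as neighbours on the array. Tables were joined and figures drawn with Python 3.11.15, pandas 2.3.3, NumPy 2.4.6, SciPy 1.17.1 and Matplotlib 3.10.9.

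Probes were matched to the identifiers of the supplementary tables by number. Tables S6 and S7 list 1808 of the probes with an identifier, 1816 others were placed between listed neighbours, and 3 had none. As a check of the placing, 72 genes of Table S3 carry an enzyme family that is also printed in Tables S6 to S8, and 72 of these had the same family at the placed probe. Any other shift of the numbers gave at most 6 matches. The copy of Table S8 used here held the first 1998 of its 2074 rows and served for annotation and, for single genes, for whether the protein was detected. No set or overlap test was run on it. No reference genome was used here, and genes have no coordinates.

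The genes named in the text were chosen by a rule. It took every labelled gene of the xylan PULs, the pectin PUL and the rhamnogalacturonan PUL-like system in the text and in Fig. 3, Fig. 5 and Fig. S5, the non-PUL *xynA* with its *susC-susD* pair, and the called GHs of Tables S3, S6 and S7. It further took the 5 largest increases and the 5 largest decreases on xylan and on pectin compared to glucose, among called probes that were well above background on all arrays of both groups and whose groups did not overlap, and the genes for the gluconate transporter, transketolase and transaldolase. It gave 132 genes. Genes named outside this rule are marked where they appear. Lists of genes for ribosomal proteins, gliding motility, glycolysis and the citrate cycle had been intended as sets but were not tested. Only 2769 of the 3627 probes carried an annotation, and it came from tables of changed or detected genes, so such lists would be incomplete.

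The steps were tested on simulated data with 3627 genes, of which 200 were changed. Of the changed genes, 86.5% were recovered for xylan compared to glucose, 88.5% for pectin compared to glucose and 89.5% for xylan compared to pectin, with 6, 8 and 7 false calls and 0 calls in the wrong direction. On the same simulated data, the methods' t-test after Benjamini-Hochberg adjustment recovered 41%, 42% and 70.5%. All simulated changes were well beyond the 2-fold threshold, and each gene was given the same spread in every group. The recovery of changes near the threshold, or with the unequal spreads of these arrays, was not tested.

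The following choices were made before the data were examined: the 50th percentile, quantile normalization and a percentile over probes well above background as other scalings, background-subtracted signals floored at 1, the authors' log2 values, the median of the spots, outlier spots kept, a filter on dim probes, a fit with only the groups compared, the replicate number as a block, the methods' t-test with and without adjustment, a limma test against a 2-fold change (treat), the forms of camera, and leaving out each array in turn. Where this left 1 array on glucose, the lone array was assumed to vary like those of the other groups. Normexp was meant to use mean signals. It was run on the median signals with an offset of 50 instead, as the array tables read here hold median signals. This form of normexp and a scaling to 5 positive control probes were chosen after seeing the data. These probes were those of the same name series that were well above background on all arrays.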

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

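In this part, the test of the positive control probes, the scaling to these probes and normexp on the median signals were chosen only after the result was seen.

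On xylan and on pectin, 105 genes were called in opposite directions compared to glucose. Of these, 90 were up-regulated on xylan and down-regulated on pectin, and 15 the reverse. In the same comparisons, 320 genes were called in the same direction. These genes were chosen for their opposite calls, which makes their difference between xylan and pectin large by selection, so a test of that difference adds nothing and none is given. The technical explanation weighed was the choice of scaling between arrays. Under quantile normalization, 58 of the 105 genes (55.2%) were still called in opposite directions, which argues against it for most of them. With the arrays scaled to the positive control probes, 11 (10.5%) were, which goes with it. The number of genes called in opposite directions was 109 with the 50th percentile, 98 under quantile normalization, 101 with the percentile over probes well above background, 102 with background-subtracted signals, 95 with normexp and 57 relative to the control probes. For these genes, an effect of the scaling and a response to the carbon source cannot be told apart, because it is not stated whether control RNA was added equally and so which scale applies. The carbon source stays open as an untested explanation of the opposite directions.

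GENE3120 and GENE3630, both annotated as hypothetical proteins, differed widely between xylan and pectin. GENE3120 was at 1.09 ± 0.28 (SD, n = 3) on xylan and -5.59 ± 0.03 (SD, n = 2) on glucose, and on pectin at -7.60 ± 0.66 (SD, n = 3), where 1 of 3 arrays measured it well above background. Xylan and pectin differed by a log2 fold change of 8.69 (standard error 0.33, limma adjusted p = 4.89e-06), of which the pectin side lies near background. GENE3630 was at 2.74 ± 0.32 (SD, n = 3) on xylan, -5.09 ± 0.21 (SD, n = 3) on pectin and 0.70 ± 0.01 (SD, n = 2) on glucose, a difference between xylan and pectin of 7.83 (standard error 0.21, limma adjusted p = 1.01e-06). Scaled to the positive control probes, these differences were 7.01 for GENE3120 and 6.15 for GENE3630, the smallest of all alternatives run, so no scaling that was run accounts for them. The scaling does bear on parts of the pattern. The log2 fold change of GENE3630 on xylan compared to glucose was 2.04, and -0.27 and not called relative to the control probes, and that of GENE3120 on pectin compared to glucose was -2.01, and -0.96 and not called with normexp. Whether other transcripts bind these probes was not tested, and the carbon source stays open as an untested explanation.

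The positive control probes are taken here to measure added control RNA, which the paper does not mention. After the percentile shift, these probes were higher on xylan than on glucose by 2.31 on the log2 scale, and higher on pectin than on glucose by 0.64. Before scaling, the differences were 0.41 and -0.12. The 75th percentile of the gene intensities was lower on xylan than on glucose, with a log2 difference of -1.91. The unscaled value of 0.41 goes with the explanation that the percentile shift lifted the xylan arrays. A candidate explanation for the lower gene intensities themselves is less labelled RNA of the cells on these arrays. Another is a true difference in the amount of mRNA between carbon sources. Neither was tested, and the amount of control RNA is not stated, so no direction of a general change is drawn from these probes.

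Among the called probes that were well above background on all xylan and glucose arrays, the 5 largest increases on xylan compared to glucose lay in genes that the paper does not discuss. Probes that some of these arrays did not measure well above background, such as *susC* and *susD* of xylan PUL1, are outside this ranking. GENE1591 rose from -4.77 ± 0.32 (SD, n = 2) on glucose to 1.91 ± 0.87 (SD, n = 3) on xylan, a log2 fold change of 6.68 (standard error 0.56, limma adjusted p = 0.000167). GENE3120 also rose by 6.68 (standard error 0.37, limma adjusted p = 4.72e-05). GENE1185 rose by 6.38 (standard error 1.49, limma adjusted p = 0.00909), and its large standard error came with an SD of 3.17 on the pectin arrays. Without glucose replicate 2 it was at 6.27 and not called, and over all alternatives its log2 fold change lay between 4.07 and 6.88. GENE3575, annotated as hyalin, rose by 5.13 (standard error 0.27) and GENE882 by 5.05 (standard error 0.26), both with a limma adjusted p of 4.72e-05. The others are hypothetical proteins. With the arrays scaled to the positive control probes, the log2 fold changes of GENE1591, GENE3120, GENE1185, GENE3575 and GENE882 were 4.37, 4.37, 4.07, 2.82 and 2.73, all still called. The choice among the scalings run thus moved their size and not their direction. For this scaling that was fixed by choosing the largest increases, as it lowers every xylan value compared to glucose by the same 2.31. Other transcripts binding these probes were not tested, and the carbon source stays open as an untested explanation.

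On pectin compared to glucose, the largest increases among the called probes well above background on all pectin and glucose arrays also lay outside the genes the paper discusses, in 5 hypothetical proteins. GENE1277 rose from -6.38 ± 0.11 (SD, n = 2) on glucose to -0.05 ± 0.18 (SD, n = 3) on pectin, a log2 fold change of 6.34 (standard error 0.29, limma adjusted p = 4.08e-05). The neighbours GENE544 and GENE543 rose by 5.08 (standard error 0.58, limma adjusted p = 0.000672) and 5.00 (standard error 0.55, limma adjusted p = 0.000582), each with an SD of 1.08 over the pectin arrays. GENE1178 and GENE1180 rose by 4.48 (standard error 0.28, limma adjusted p = 5.02e-05) and 4.15 (standard error 0.30, limma adjusted p = 9.15e-05). On the scale of the positive control probes, the log2 fold changes of GENE1277, GENE544, GENE543, GENE1178 and GENE1180 were 5.70, 4.45, 4.36, 3.84 and 3.51, the smallest of all alternatives run and all still called. The genes were chosen as the largest increases, and this scaling lowers every pectin value compared to glucose by the same 0.64. That their direction stayed was therefore fixed by the choice. The small size of the shift beside the increases still argues against the scalings run as the whole cause. The carbon source stays open as an untested explanation.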

How the results depend on the processing

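In this part, the scaling to the positive control probes and normexp on the median signals were chosen only after the result was seen. Normexp on mean signals was not run.

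Of 245 recomputed counts, set tests and correlations, 202 kept their direction and their side of the threshold, or stayed within 1.5 times the count. Of 2044 recomputed log2 fold changes of 89 single-gene results, 1893 kept their direction and call, 129 lost the call with the same direction, 7 gained one with the same direction and 15 changed sign. Averaging spots by the median, keeping outlier spots and the filter on dim probes changed none of these single-gene calls. The 75th percentile over probes well above background, the authors' log2 values and background-subtracted signals each lost 1, the 50th percentile 8, quantile normalization 11, normexp 4, the fit with only the groups compared 2, the methods' t-test without adjustment 4 (GENE336, GENE2254, GENE2255 and GENE3363 on xylan compared to glucose) and with it 15, and the test against a 2-fold change 32. Unless stated, the cause was not tested. The p of a set test comes from a model fitted by limma and not from an exact test, and an exact permutation of the arrays could not give a p under 0.1 in any of the comparisons.

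The scaling to the positive control probes moved many results. It gave 2755 changed genes on xylan compared to glucose, against 1502, with 1.96% of them up-regulated against 60.3%. On pectin it gave 1238 against 848, with 7.11% up-regulated against 30.5%, and for xylan compared to pectin 2142 against 1633, with 8.87% against 68.0%. Between xylan and pectin, 13 GHs were then up-regulated and 19 down-regulated, against 63 and 2. Under it, 2 GHs were up-regulated on xylan against 38, 1 on pectin against 5, and 3 *susC-susD* pairs on xylan against 9. The GH set went down on xylan compared to glucose, with a set p of 0.0119, and compared to pectin, with one of 0.779, both reversed, and on pectin compared to glucose its p was 0.0160. Compared to glucose on xylan, 13 genes changed sign: GENE318, not called at 0.74, to a call at -1.57, and from a call GENE1627 to -0.42, GENE2161 to -0.040, GENE2179 to -0.38, GENE2254 to -0.36, GENE2255 to -0.71, GENE2272 to -0.64, GENE2286 to -0.17, GENE321 to -1.09, GENE336 to -0.43, GENE3363 to -0.75, GENE3630 to -0.27 and GENE586 to -0.88. Another 13 single-gene results lost their call with the same direction. By construction, this scaling lowers every xylan value compared to glucose by the 2.31 that separates the scaled control probes, which accounts for the changes of sign.

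The other scalings moved the share of up-regulated genes. On xylan compared to glucose it was 73.5% with the 50th percentile and 48.6% under quantile normalization, and on pectin 63.9% and 47.8%. For xylan compared to pectin it was 58.6% and 47.3%. Of values that were not called, GENE318 on xylan compared to glucose changed sign to -0.093 under quantile normalization, and *uxaC* (GENE2166) on pectin compared to glucose from -0.33 to 0.13 with the 50th percentile. The numbers of changed genes under these scalings were 1601 and 1535 on xylan, 1134 and 910 on pectin, and 1646 and 1520 between xylan and pectin. The GHs up-regulated on pectin rose to 10 with the 50th percentile and 8 under quantile normalization, and 1 *susC-susD* pair was up-regulated on pectin with the 50th percentile against 0.

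For the GH set on xylan compared to glucose, the p of fry was 0.0389. It was 0.0677 with the percentile over probes well above background and 0.0934 with only the groups compared, and camera with an estimated correlation gave 0.533. On pectin compared to glucose, where fry gave 0.0522, it was 0.00480 under quantile normalization, 0.0453 with the percentile over probes well above background, 0.0467 with background-subtracted signals and 0.00281 with only the groups compared, and camera with its preset correlation gave 0.00261. It was higher with the 50th percentile, at 0.260, where the median of the set was -0.041, and camera with an estimated correlation gave 0.561. For xylan compared to pectin, where fry gave 0.00129, camera with an estimated correlation gave 0.366.

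The choice of test moved the counts as well. The methods' t-test with Benjamini-Hochberg adjustment called 906 genes, 14 up-regulated GHs and 5 *susC-susD* pairs on xylan compared to glucose, and without adjustment it called 25 GHs. The limma test against a 2-fold change called 466 genes on xylan compared to glucose, 244 on pectin compared to glucose and 707 between xylan and pectin, with 12 up-regulated GHs on xylan and 0 on pectin. It requires the change to exceed 2-fold beyond its error, which by construction removes genes near that threshold. For the 0, limma without the 2-fold test called 5, and the methods' t-test without adjustment 6.

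With each array left out in turn, between 1034 and 1687 genes were changed on xylan, between 486 and 1033 on pectin, and between 1464 and 1678 between xylan and pectin. The lowest count on xylan came without glucose replicate 2 and the lowest on pectin, 486, without glucose replicate 1, which both leave glucose with 1 array. The up-regulated GHs were 23 to 43 on xylan, with 24 and 23 without glucose replicate 1 and 2, and 3 to 6 on pectin, with 3 without either of them. The *susC-susD* pairs on xylan were 6 to 10, with 6 without either glucose array. The p of the set test was 0.00230 to 0.147 on xylan compared to glucose, 0.00105 to 0.180 on pectin compared to glucose and 6.00e-05 to 0.00691 for xylan compared to pectin. Of the single-gene results, 11 lost their call without glucose replicate 1 and 12 without glucose replicate 2, against at most 4 without any other array.

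The correlation across genes between the fold changes on xylan and on pectin was 0.370, moved to 0.344 by the filter on dim probes, which tests fewer genes, and lay between 0.345 and 0.383 with each array left out.

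The groups share replicate numbers. As a check of pairing, the correlation across genes of the deviations of same-numbered arrays from their group means was 0.395, 0.282 and -0.177 for pectin with xylan, -0.0187 and 0.0190 for pectin with glucose, and 0.344 and 0.200 for xylan with glucose. These values do not settle whether the numbers pair the arrays, because arrays of unlike number were not compared. With the replicate number as a block, 1503 genes were changed on xylan, 797 on pectin and 1674 between xylan and pectin, and the p of the set test was 0.0496, 0.114 and 0.00663. Under the block, GENE1446 at -1.07 and GENE620 at 2.02 on pectin were not called, and the other single-gene calls stayed.

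Signal over background limits some values. *susC* and *susD* of xylan PUL1 and *susC* next to the non-PUL *xynA* were not well above background on glucose, so their induction has only a lower bound, and *xynA* and *xynB* of xylan PUL2 were measured well above background on only some of the arrays.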

Differences from the paper's values

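In this part, the scaling to the positive control probes and normexp on the median signals were chosen only after the result was seen.

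The paper reports 25 GH transcripts up-regulated on xylan compared to glucose, and limma called 38. Among the alternatives set before the data were examined, the count lay within 1.5 times the paper's under quantile normalization (32), with the percentile over probes well above background (35), with background-subtracted signals (36), with only the groups compared (31), with the methods' t-test without adjustment (25, equal to the paper's count), without pectin replicate 1 (36), 2 (37) or 3 (35), without xylan replicate 1 (36), and without glucose replicate 1 (24) or 2 (23). It did not with the 50th percentile (46), the authors' log2 values (38), the median of the spots (39), outlier spots kept (38), the filter on dim probes (38), the replicate block (40), the methods' t-test with Benjamini-Hochberg adjustment (14), the test against a 2-fold change (12), or without xylan replicate 2 (43) or 3 (38).

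The paper reports 1 *susC-susD* system up-regulated on pectin compared to glucose. The pairs counted here are 16, against the paper's 18 systems in the genome. Limma called both genes up-regulated in 0 pairs, and in 1 pair at least 1 gene. At an unadjusted p under 0.05, limma and the methods' t-test also gave 0 pairs with both genes. Among the alternatives set before the data were examined, only the 50th percentile gave 1 pair, and all others gave 0.

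For 6 genes of the pectin PUL, the fold change on pectin compared to glucose printed in Table S7 differs from the value computed here. The paper's log2 fold change is 1.38 for *pemA* (GENE2160), 1.17 for *uxaC* (GENE2166), 1.22 for *kdgK* (GENE2167), 1.55 for *eda* (GENE2168), 1.99 for *uxaB* (GENE2172) and 1.32 for *uxaA* (GENE2173). The values from limma were 0.67, -0.33, -1.23, -1.56, -3.47 and -2.47 in the same order. Among the alternatives set before the data were examined, only the 50th percentile brought *pemA* to a value no longer counted as different, at 1.14. The other 5 genes differed under every alternative, and *uxaC* came nearest to the paper's value with the 50th percentile, at 0.13. The paper's folds for these genes are 2.60568, 2.24686, 2.33016, 2.93771, 3.98595 and 2.49178. From the authors' deposited log2 values, the folds on pectin over glucose were 1.60568, 0.802, 0.429, 0.340, 0.0910 and 0.182. The inverse folds, glucose over pectin, were 1.24686 for *uxaC*, 2.33016 for *kdgK*, 2.93771 for *eda*, 10.986 for *uxaB* and 5.49178 for *uxaA*. For *kdgK* and *eda* the printed fold thus equals the inverse fold. For *pemA* the printed fold has the decimals of the fold, and for *uxaC*, *uxaB* and *uxaA* those of the inverse fold, with another whole number. The other 945 of the 951 folds in Table S7 and all 1234 in Table S6 matched the deposited log2 values within 0.01 on the log2 scale. Another percentile would move all folds of a comparison alike, so these matches argue against it as the cause for the 6 genes.

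The p-values of Tables S6 and S7 are headed as corrected. All 1234 and 951 of them matched the methods' t-test without adjustment, within 0.01 on the log10 scale, and 0 matched it after Benjamini-Hochberg adjustment. For *pemA* and *uxaC* the paper's p-values are 0.103 and 0.132.

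The paper states that *kdgK*, *uxaA*, *uxaB*, *uxaC* and *eda* were enhanced on pectin, and Fig. 5B draws them on the up-regulated side. Here *kdgK*, *eda*, *uxaB* and *uxaA* were down-regulated, at log2 fold changes of -1.23, -1.56, -3.47 and -2.47, and *uxaC* was unchanged, at -0.33. No alternative run gave a call of up-regulation for any of them.

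Of the pair of genes labelled *pelL*, GENE2176 was up-regulated on pectin, at 1.64, and GENE2180 was at -0.69 and not called. Fig. 5B labels a *pelL* on the up-regulated side.

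The paper places *xynB* of xylan PUL2 (GENE318) among the genes induced on xylan. Here it was at 0.74 and not called. Without xylan replicate 3 it was called at 1.28, and with normexp on the median signals, chosen after seeing the values, it was called at 1.07. The point labelled *xynB* in Fig. 5A lies at a log2 fold change of about 4, read by eye, and GENE332, which Fig. 3 labels *bglX*, was at 4.03.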

Other observations

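In this part, the tests of the shares of up-regulated genes under quantile normalization and the 50th percentile, of the negative control spots and of exchanged labels, and the scaling to the positive control probes, were chosen only after the result was seen.

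More genes were up-regulated than down-regulated on xylan compared to glucose (60.3%), and fewer on pectin (30.5%). These shares may reflect the choice of scaling. Under quantile normalization the share on xylan was 48.6%, and with the 50th percentile the share on pectin was 63.9%. Both moved by over 10 percentage points, so the direction of the surplus on either substrate rests on the scale chosen. A true surplus in either direction stays open as untested.

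The lowest gene intensities of xylan replicate 1 were raised. Their 1st percentile was 291, against 35.8 to 86.1 on the other arrays. A higher background of that array was weighed as an explanation. Its negative control spots had a median processed signal of 8.05, against 8.89 to 33.9 on the other arrays, which argues against it. Genes of low level tended to be higher on xylan than on glucose, with a Spearman's rho across genes of -0.138 between the level on the pectin arrays and the log2 fold change on xylan. Genes are not independent replicates. Without xylan replicate 1, rho was -0.0041, and without xylan replicate 2 or 3 it was -0.203 and -0.198. The trend and the raised low signals of that array cannot be told apart, because the value without it is too near 0 to read a sign from. This reading was set after the value was seen. No biological explanation was tested for it.

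The GHs were higher on xylan than on pectin, with a median log2 fold change of 1.62. A trend of the fold change with the level of expression was weighed. Among 10000 lists of as many genes drawn from 20 bins of like level, the median of the GHs lay at percentile 100, where the lists had a median of 0.83 and their central 95% ran from 0.52 to 1.10, which argues against this trend as the whole cause. Compared to glucose, the GHs lay at percentile 99.3 on xylan and 4.01 on pectin. On the scale of the positive control probes, the median of the GHs on xylan compared to pectin was -0.05 and that of all genes -1.23, so the GHs stayed above other genes while their own direction was lost. Of the 10 splits of the 6 xylan and pectin arrays into groups of 3, only 1, the real split, gave a set p as small and as many called genes. Limma called 1633 genes in the real split and 0 in each of the others, and the smallest set p among the others was 0.269. With 10 splits the share is never under 0.1 whatever the data show, so this count of splits cannot by itself exclude chance for either result.

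The genes *kdgK*, *eda*, *uxaB* and *uxaA* for hexuronate metabolism were lower on pectin than on glucose. The choice of scaling was weighed first. The highest log2 fold change of these 4 genes under any scaling or background correction was -0.57, which argues against it for their direction. An exchange of the labels of pectin and glucose arrays was weighed next. *kduI* of the same PUL was higher on the arrays labelled pectin, at 1.24, which an exchange would make lower on pectin. The paper's Table S8, in the part held here, lists the proteins of *eda*, *uxaA* and *pelL* (GENE2176) as detected on pectin and not on glucose, and those of *kdgK*, *uxaB* and *kduI* as detected on both. For *eda* and *uxaA* this goes with an exchange, for *pelL*, which was higher on the arrays labelled pectin, it goes against one, and for the others it decides nothing. The lower levels of the hexuronate genes and exchanged labels cannot be told apart, because these detections point both ways. A response to the carbon source stays open as untested.

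Genes of the pectin PUL were higher on xylan than on glucose. Of its 28 genes, 14 were up-regulated on xylan, by 2.10-fold to 11.0-fold, and 0 down-regulated. The count up-regulated on xylan was 15 with the 50th percentile, 11 under quantile normalization and 4 with the limma test against a 2-fold change. On pectin, 2 of the 28 genes were up-regulated and 8 down-regulated. *pemA* (GENE2160) had a log2 fold change of 3.46 (standard error 0.37, limma adjusted p = 0.000394) on xylan and 0.67 (limma adjusted p = 0.208) on pectin, *susD* (GENE2158) one of 3.08 (standard error 0.27, limma adjusted p = 0.000176) on xylan, *susC* (GENE2157) one of 2.88 (standard error 0.35, limma adjusted p = 0.000559) and the PL9 gene (GENE2161) one of 2.27 (standard error 0.29, limma adjusted p = 0.000757). Under quantile normalization the smallest of these 4 log2 fold changes on xylan was 1.64, which argues against the scaling. Scaled to the positive control probes, they ran from -0.040 to 1.15, with only *pemA* called, and 1 gene of the PUL was up-regulated and 16 down-regulated. The scaling and a response to xylan cannot be told apart for these genes, because it is not stated whether the control RNA was added equally. Likewise, 9 of the 24 genes of the rhamnogalacturonan PUL-like system were up-regulated on xylan, and 0 relative to the control probes, where 17 were down-regulated. Of the 25 genes of xylan PUL2, 3 were up-regulated and 3 down-regulated on pectin.

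Neighbouring genes on the array, numbered in the order of the genome tables, changed together. Over 3618 pairs of neighbours, Spearman's rho of the log2 fold change of xylan compared to pectin was 0.52, and the highest of 10000 shuffled orders was 0.056, which argues against a chance pairing. For xylan and for pectin compared to glucose it was 0.496 and 0.442. Genes transcribed together may share these changes (rho 0.52), which is a hypothesis, as operons were not mapped here.

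The gluconate transporter gene (GENE3257) was lower on pectin than on glucose, at -1.90 (standard error 0.36, limma adjusted p = 0.00556), and kept this direction under every alternative run. On xylan compared to glucose, both parts of a transketolase were lower, GENE472 at -1.44 (standard error 0.22, limma adjusted p = 0.00144) and GENE473 at -2.01 (standard error 0.20, limma adjusted p = 0.000305). The annotation names a pair of transaldolase genes. GENE2272 was at 1.67 (standard error 0.19, limma adjusted p = 0.000467) on xylan and at -1.48 (standard error 0.19, limma adjusted p = 0.00119) on pectin, and xylan and pectin differed directly by 3.15 (standard error 0.17, limma adjusted p = 1.61e-05). On xylan it was -0.64 and not called relative to the positive control probes, and on pectin -0.82 and not called under quantile normalization. GENE2555 was at -1.00 (standard error 0.24, limma adjusted p = 0.00975) on xylan, at the edge of the fold change required. It was not called with the 50th percentile, at -0.74, with the authors' log2 values, nor without xylan replicate 1 or glucose replicate 2, at -0.86 each, nor by the methods' t-test after adjustment or the limma test against a 2-fold change.

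Among called probes that were well above background on all arrays of both groups compared, the 5 largest decreases on xylan compared to glucose were those of a glycosyltransferase of family GT2 (GENE830) and GENE1624, both at -4.20, GENE501 at -4.12, a ferrichrome-iron receptor (GENE1824) at -3.82 and GENE1622 at -3.81. On pectin they were GENE3630 at -5.78, GENE1824 at -5.21, GENE1825 at -5.20, a ribonucleotide reductase (GENE1578) at -4.91 and GENE1622 at -4.87. Genes without a name here are hypothetical proteins.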
